# Comparative Transcriptome Analysis Reveals the Influence of Abscisic Acid on the Metabolism of Pigments, Ascorbic Acid and Folic Acid during Strawberry Fruit Ripening

**DOI:** 10.1371/journal.pone.0130037

**Published:** 2015-06-08

**Authors:** Dongdong Li, Li Li, Zisheng Luo, Wangshu Mou, Linchun Mao, Tiejin Ying

## Abstract

A comprehensive investigation of abscisic acid (ABA) biosynthesis and its influence on other important phytochemicals is critical for understanding the versatile roles that ABA plays during strawberry fruit ripening. Using RNA-seq technology, we sampled strawberry fruit in response to ABA or nordihydroguaiaretic acid (NDGA; an ABA biosynthesis blocker) treatment during ripening and assessed the expression changes of genes involved in the metabolism of pigments, ascorbic acid (AsA) and folic acid in the receptacles. The transcriptome analysis identified a lot of genes differentially expressed in response to ABA or NDGA treatment. In particular, genes in the anthocyanin biosynthesis pathway were actively regulated by ABA, with the exception of the gene encoding cinnamate 4-hydroxylase. Chlorophyll degradation was accelerated by ABA mainly owing to the higher expression of gene encoding pheide a oxygenase. The decrease of β-carotene content was accelerated by ABA treatment and delayed by NDGA. A high negative correlation rate was found between ABA and β-carotene content, indicating the importance of the requirement for ABA synthesis during fruit ripening. In addition, evaluation on the folate biosynthetic pathway indicate that ABA might have minor function in this nutrient’s biosynthesis process, however, it might be involved in its homeostasis. Surprisingly, though AsA content accumulated during fruit ripening, expressions of genes involved in its biosynthesis in the receptacles were significantly lower in ABA-treated fruits. This transcriptome analysis expands our understanding of ABA’s role in phytochemical metabolism during strawberry fruit ripening and the regulatory mechanisms of ABA on these pathways were discussed. Our study provides a wealth of genetic information in the metabolism pathways and may be helpful for molecular manipulation in the future.

## Introduction

The strawberry is one of the favorite fruits throughout the world and may be classified as a functional food as it is a rich source of phytochemicals and vitamins, both of which have relevant biological activities in human health [1,2]. The development and ripening of the strawberry fruit can commonly be divided into seven stages, and each stage is elaborately regulated by plant hormones [3]. Abscisic acid (ABA) is a phytohormone, and it has been proven to play an important role in strawberry fruit ripening, especially from the large green stage to the full red stage [4,5]. ABA is mainly synthesized from carotenoid precursors in the plastid (Fig 1) [6]. It is known that the carotenoid content is very low in strawberry fruit; however, previous studies [5,7] reported that the ABA concentration in the strawberry fruit is similar to that of the tomato fruit, a fruit typically rich in carotenoids. This suggests that carotenoids may be mainly used to synthesize ABA in strawberry fruit. Because ABA also plays important roles in many physiological processes, an investigation of ABA biosynthesis may facilitate our understanding of its functions in the regulation of strawberry fruit ripening.

**Fig 1:**
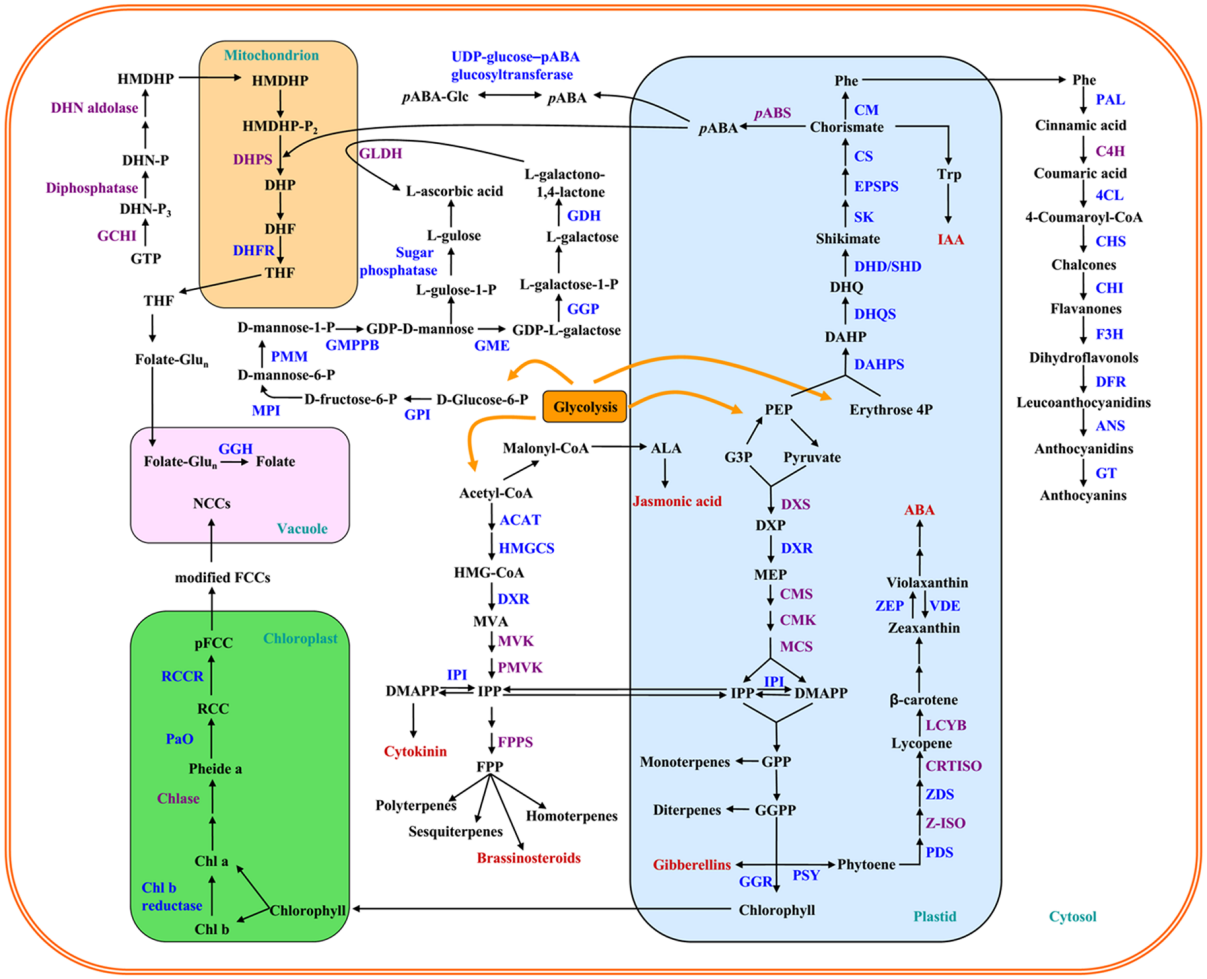
Genes identified in the metabolism network of pigments, folic acid and ascorbic acid during strawberry fruit ripening. Pathways, including anthocyanin, carotenoid, ascorbic acid and folic acid biosynthesis and chlorophyll degradation, are shown. Genes encoding enzymes with blue names were significantly differentially expressed among samples, and those encoding enzymes with purple names were identified as non-significantly differentially expressed. The chloroplast is separated from the plastid to clearly illustrate the chlorophyll breakdown pathway. Abbreviations: (anthocyanin biosynthetic pathway) 3-deoxy-7-phosphoheptulonate synthase, DAHPS; 3-dehydroquinate synthase, DHQS; 3-dehydroquinate dehydratase/shikimate dehydrogenase, DHD/SHD; Shikimate kinase, SK; 5-enolpyruvylshikimate-3-phosphate synthase, EPSPS; chorismate synthase, CS; chorismate mutase, CM; phenylalanine ammonia lyase, PAL; cinnamate 4-hydroxylase, C4H; *p*-coumarate ligase, 4CL; chalcone synthase, CHS; chalcone isomerase, CHI; flavanone 3-hydroxylase, F3H; dihydroflavonol 4-reductase, DFR; anthocyanidin synthase, ANS; glucosyltransferase, GT; (carotenoid biosynthetic pathway) 1-deoxy-D-xylulose-5-phosphate synthase, DXS; 1-deoxy-D-xylulose-5-phosphate reductoisomerase, DXR; 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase, CMS; 4-diphosphocytidyl-2-C-methyl-D-erythritol kinase, CMK; 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase, MCS; isopentenyl-diphosphate delta-isomerase, IPI; geranyl diphosphate synthase, GGPS; geranylgeranyl reductase, GGR; phytoene synthase, PSY; phytoene desaturase, PDS; zeta-carotene isomerase, Z-ISO; zeta-carotene desaturase, ZDS; carotenoid isomerase, CRTISO; lycopene beta cyclase, LCYB; zeaxanthin epoxidase, ZEP; violaxanthin de-epoxidase, VDE; acetyl-CoA C-acetyltransferase, ACAT; hydroxymethylglutaryl-CoA synthase, HMGCS; mevalonate kinase, MVK; phosphomevalonate kinase, PMVK; farnesyl diphosphate synthase, FPPS. (Chlorophyll breakdown pathway) pheophorbide a oxygenase, PAO; red chlorophyll catabolite reductase, RCCR. (ascorbic acid biosynthetic pathway) glucose-6-phosphate isomerase, GPI; mannose-6-phosphate isomerase, MPI; phosphomannomutase, PMM; mannose-1-phosphate guanyltransferase, GMPPB; GDP-mannose 3,5-epimerase, GME; GDP-L-galactose phosphorylase, GGP; L-galactose dehydrogenase, GDH; L-galactono-1,4-lactone dehydrogenase, GLDH. (folate biosynthetic pathway) para-aminobenzoate synthase, pABS; dihydropteroate synthase, DHPS; gamma-glutamyl hydrolase, GGH. For the abbreviations of other metabolites, please refer to the manuscript.

During strawberry fruit development, from green to red, chlorophyll degradation is observed. Compared with researches in other species (e.g., banana and citrus fruit), the chlorophyll breakdown pathway in the strawberry fruit has not been well characterized. Chlorophyll shares a common precursor, geranylgeranyl pyrophosphate (GGPP), with carotenoids, and it is degraded in the senescent chloroplast (Fig 1). Genes involved in this pathway have not yet been identified in strawberry.

Anthocyanin is another class of pigments that is predominantly present in strawberries. The anthocyanin biosynthetic pathway is well understood, and most of the genes encoding enzymes in this pathway have been isolated and characterized from many plants (Fig 1) [8]. Anthocyanin accumulation is affected by many factors, among which ABA has been shown to enhance anthocyanin biosynthesis [9]. Previous studies in grapes showed that ABA-promoted anthocyanin synthesis might result from the transcriptional up-regulation of genes involved in the anthocyanin biosynthetic pathway [10,11]. Our previous work also revealed that exogenous ABA treatment induced anthocyanin accumulation in strawberry fruit by enhancing enzyme activities in anthocyanin biosynthetic pathway, and we proposed that cinnamate 4-hydroxylase (C4H) might not be a rate-limiting enzyme in this route [12]. However, molecular investigations on this topic are still lacking.

Folic acid and ascorbic acid (AsA) are important health-beneficial compounds in strawberry fruit, and their biosyntheses are closely related to other phytochemicals in the secondary metabolism network (Fig 1). Folate is vital for human health, unfortunately, it cannot be synthesized de novo in humans [13]. A folate deficiency can result in severe health problems, such as megaloblastic anemia [14]. Folate biofortification is an effective way to fight folate deficiency through the enhancement of folate biosynthetic precursors; however, this strategy is not always successful for all crops [15]. Therefore, further information on the folate biosynthesis pathway is needed before attempting to biofortify the strawberry fruit folate content [16]. Although strawberry is a folate-rich source, studies are mainly focused on determining the folate content and cultivar influence [17,18]. Currently, the mechanism of folate synthesis regulation is not well understood [13]. To the best of our knowledge, the effect of plant hormones on folate synthesis has not been reported. Thus, an insight into the gene transcript levels in the folate biosynthetic pathway during strawberry fruit ripening may give us a better understanding of folate biosynthesis in strawberry fruit and for future metabolic engineering.

AsA is a key player in the antioxidant system, and its content accumulates during strawberry fruit ripening [19,20]. A recent investigation of AsA synthesis in the achenes revealed that the AsA content decreased as fruit ripeness increased [21]. These results indicated that the characteristics of AsA biosynthesis in the receptacles and the achenes might be tissue-dependent. Previously, a comprehensive study of AsA biosynthesis in the whole strawberry fruit has been reported, expanding our knowledge about the regulation of this important nutrient [19]. Therefore, an examination of the AsA biosynthetic pathway in the receptacles may be helpful to further illustrate AsA’s role during strawberry fruit ripening.

Transcriptomic analysis has been widely applied in recent years to explore many scientific problems that are difficult to be solved by using other experimental methods. It may also provide us with a map for informing future studies. For example, a comprehensive transcriptomic investigation of the wild strawberry revealed that the achene ghost was more important than the embryo in plant hormones biosynthesis for fruit early stage development [22]. A transcriptome study in rice specifically found that heavy metal transportation, jasmonic acid biosynthesis and fatty acid metabolism were the three main responses to arsenic stress [23]. In this study, by taking advantage of high-throughput sequencing, we simultaneously evaluated the transcription levels of the genes involved in the metabolism of pigments including carotenoids, chlorophyll and anthocyanins, and two important vitamins during strawberry fruit ripening (Fig 1). Many genes were identified, and the regulatory role of ABA on these genes is discussed.

## Materials and Methods

### Plant material and treatments

Octaploid strawberry (*Fragaria ananassa* ‘Toyonoka’) plants were grown in a greenhouse (60%-80% relative humidity) under cycles of 14 h of light at 25°C followed by 10 h of dark at 20°C. One-hundred and forty flowers were tagged during anthesis in 2013 and 2014 (one replicate), and three replicates were created at intervals of >15 d. Two-week old fruits post-anthesis were used for pharmacological investigation. Chemical solutions of 100 μL of ABA (1 μM), the ABA biosynthesis blocker nordihydroguaiaretic acid (NDGA, 100 μM), or distilled water (used as a control), were injected with a sterile microsyringe into each fruit receptacle core through the pedicel as previously described [24]. Twenty fruits were injected with water, their achenes were removed using a scalpel, and the receptacles were immediately immersed in liquid nitrogen; these samples were named CK0 (one replicate). Based on their ripening processes, fruits were harvested on day 5 when ABA-treated fruit reached the initial red stage, a critical stage during strawberry fruit ripening [5], and on day 8, when the control fruit reached the IR stage. Achenes were removed for each treatment, the receptacles were frozen in liquid nitrogen and stored at -80°C. Correspondingly, the sample were denoted as CK5, CK8, ABA5, ABA8, NDGA5 and NDGA8.

### Total anthocyanins and chlorophyll determination

The strawberry receptacle tissue (1 g) was extracted with 5 mL of cold 1% HCl-ethanol and centrifuged at 9,000 × *g* for 15 min. The supernatants were measured for total anthocyanin content using a pH differential method [25]. The results were expressed as milligram of cyanidin 3-glucoside equivalents per 100 g of fresh weight. Total chlorophyll was extracted and determined according to the methodology of Arora et al. [26]. The experiments were repeated three times.

### β-carotene, AsA and total folate determination

To determine the β-carotene content, approximately 2 g of receptacle tissue was ground in 10 mL of cold acetone before 2 μL of dichloromethane was added. For AsA extraction, 1 g of tissue was ground in 5 mL of pre-cooled 0.1% oxalic acid. After centrifugation, the supernatant was filtered through a 0.45-μm filter. The determination of β-carotene, AsA and total folate was performed on an Agilent C18 column (250 × 4.6 mm i.d.). The mobile phases were acetonitrile:H_2_O_2_ (9:1) (solvent A) and 100% ethylacetate (solvent B) for β-carotene separation and 0.1% oxalic acid for AsA. For total folates analysis, samples were prepared according to Navattete et al. [27] and the determination of folates was performed as described previously [15]. Three biological repetitions and three technical replicas were performed for each sample.

### RNA extraction, library construction, and Illumina sequencing

Total RNA was isolated using the TRIzol reagent (Invitrogen Life Technologies, USA) following the manufacturer’s instructions and was treated with RNase-free DNase I (Takara, Japan) to avoid genomic DNA contamination. The samples were pre-treated with a Fruit-mate for RNA purification reagent (Takara) to eliminate the phenolics and sugars before RNA isolation. For each treatment and time point, RNA was extracted separately from 10 randomly selected individual fruits (as one biological replicate). Three replicates were conducted for RNA extraction. Before three biological intra-sample pooling, the individual total RNA quantity and concentration were measured on a Bioanalyzer 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA) with an RNA integrity number (RIN) > 8.0. mRNA was isolated from the total RNA samples using oligo (dT) attached magnetic beads (Invitrogen) and was fragmented into short pieces using divalent cations under elevated temperature. First- and second-strand cDNA was generated using mRNA-Seq sample preparation (Illumina Inc., San Diego, CA, USA) and random hexamer primers. The seven cDNA libraries underwent sequencing on an Illumina HiSeq 2000 platform, and 100-bp paired-end reads results were generated. The original data were deposited in the NCBI GEO database under accession no. GSE63224.

### Bioinformatics analysis

Low quality reads, including adaptors, low quality sequences (reads with more than 5% ambiguous bases) and reads with a Phred quality score Q ≤ 20 using the NGS QC toolkit [28], were removed from the raw reads. Unigenes were obtained by assembling the resulting clean reads with the Trinity program [29] and optimizing by TGICL [30]. Unigenes were aligned using BLASTx (E-value < 1e-5) to the NCBI non-redundant (nr) protein database. All of the unigenes were also compared with the protein databases Swiss-Prot, Kyoto Encyclopedia of Genes and Genomes (KEGG), euKaryotic Ortholog Groups (KOG) and Pfam using the BLASTx algorithm with an E-value cut-off of 1e-5. Unigene expressions were normalized with the read counts per kilobase of exon model per million reads (RPKM) method [31]. Differentially expressed genes were analyzed among groups and the plots were performed according to the method described by Yu et al. [23]. The expressions of samples at three time points in each treatment or the expressions of samples with different treatments at the same time point (see the schematic diagram of data comparison in S1 Fig) were compared by Chi-square analysis, only genes with p < 0.05 were identified as significantly differentially expressed. Deep sequencing data were further validated by quantitative reverse transcription PCR (qRT-PCR), and the primers used are listed in S3 Table. The comparison between the sequencing data and qRT-PCR results are shown in S2 Fig.

## Results

### Morphological evaluation of the whole strawberry fruit and phytochemical changes in the receptacle in response to ABA and NDGA treatment

Two-week old fruits post-anthesis were injected with water, ABA, or NDGA. Until the fifth day after injection, fruits treated with ABA showed an initial red coloration (Fig 2A). ABA remarkably promoted fruit ripening until day 8; however, NDGA markedly inhibited fruit development (Fig 2A). These visual evaluations suggest that ABA plays a key role in strawberry fruit ripening and it could regulate many ripening processes.

**Fig 2:**
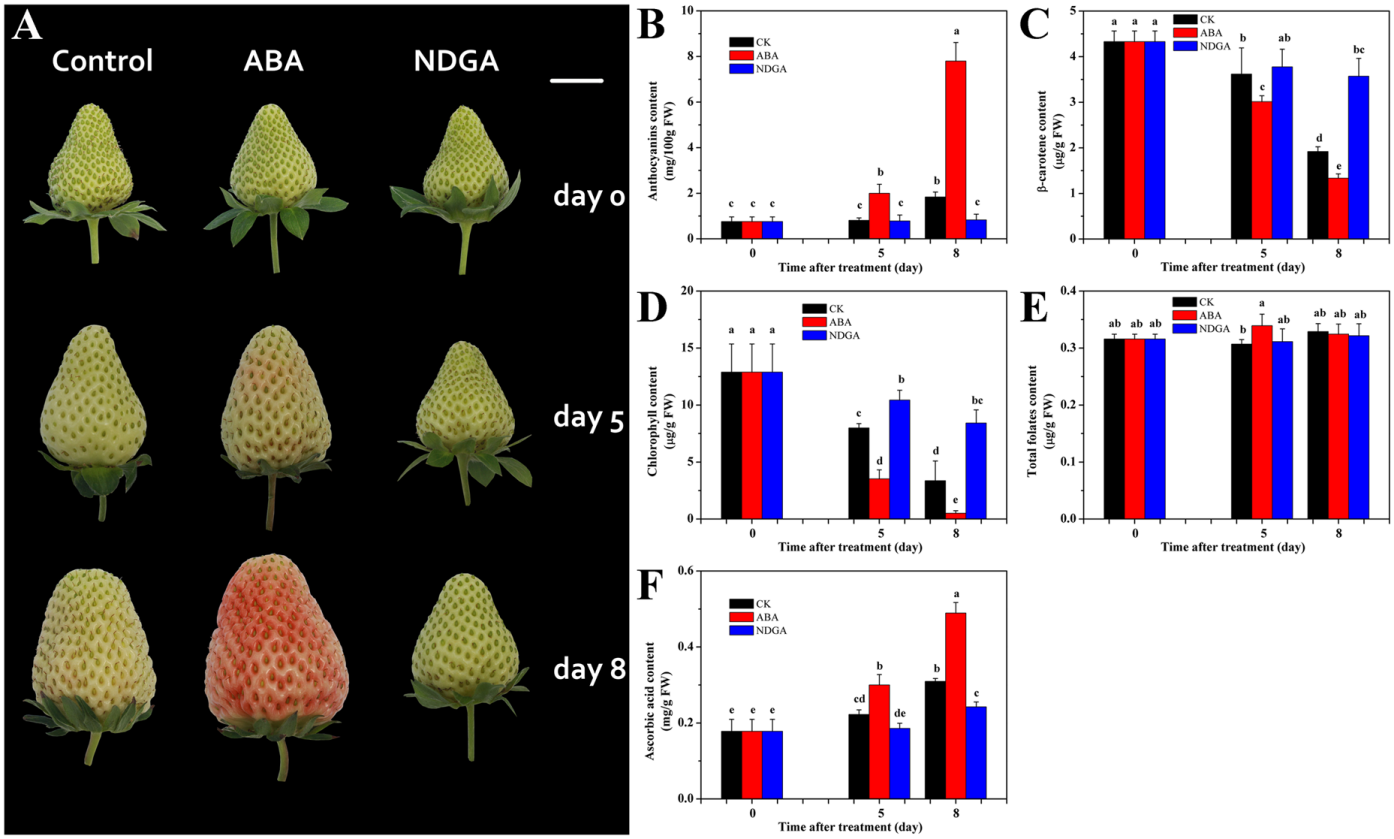
The effects of ABA and NDGA treatment on strawberry fruit ripening. (A) Morphological evaluation of the strawberry fruit in response to ABA or NDGA treatment. Changes of secondary metabolites levels in the receptacle: (B) total anthocyanin content; (C) β-carotene content; (D) chlorophyll content; (E) total folate content; and (F) ascorbic acid content. Fourteen day-old strawberry fruits after anthesis (set as day 0) were injected with chemical solutions of ABA, NDGA and distilled water for pharmacological investigation. Error bars indicate the standard deviation (SD) of means (n = 3). Bar = 1 cm. Different lowercase letters represent statistical significance (P < 0.05).

The attractive red color of the strawberry fruit could be due to the accumulation of abundant anthocyanins during the ripening stage. The total anthocyanins content substantially accumulated during ripening in all treatments, but with different extents (Fig 2B). On day 8, compared with the control, the anthocyanins content in the ABA- and NDGA-treated fruits was 3-fold higher and 55% lower, respectively. Although the carotenoid content in strawberry fruit is low, carotenoids are the biosynthetic precusors of ABA. Therefore, it is intriguing to investigate the changes of carotenoids, such as β-carotene, in response to exogenous ABA treatment. In the present study, the β-carotene content in the strawberry receptacle decreased during fruit ripening (Fig 2C). The decreasing process was accelerated by ABA treatment and postponed by NDGA treatment. A similar pattern was observed in another important colored phytochemical, chlorophyll, which degraded while anthocyanins accumulated (Fig 2D). For nutrients of folates, no significant difference was found among the samples (Fig 2E). Meanwhile, the AsA level increased with strawberry fruit ripening. Until day 8, the AsA content in ABA- and NDGA-treated receptacles was 1.6-fold and 80% of that in the control samples (Fig 2F). In all, these results indicate that ABA may have a regulatory role in the metabolism of many phytochemicals during strawberry fruit ripening, but it has a minor influence on folate biosynthesis.

By taking advantage of high-throughput sequencing technology, we gained an insight into the specific regulatory effect of ABA on many genes involved in the secondary metabolism pathways (as listed in S1 Table) and gained a better understanding of the profile of nutrients during strawberry fruit ripening. 

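The receptacle transcriptome was sequenced in 7 libraries, 1 each for CK0, CK5, CK8, ABA5, ABA8, NDGA5 and NDGA8. Fruits received 100 μL of water, of ABA at 1 μM or of NDGA at 100 μM, and receptacles were taken on day 0, 5 or 8. RNA of individual fruits was pooled before each library, so no condition has replicates and differences between conditions were not tested. The design text deposited with the data gives ABA8 as day 5 and NDGA5 as a water treatment, whereas the sample labels and the paper give day 8 and NDGA, and the latter were used. The authors filtered the reads, assembled them over all libraries into 109953 unigenes (67232 Trinity components) and deposited RPKM, in which reads are scaled by the length of the unigene and the size of the library. RPKM multiplied by length gave whole reads for every unigene, within 0.02 reads or 2e-05 of the count, so the reads behind each value were recovered. The libraries held 57773971 reads in CK0, 61805561 in CK5, 67816296 in CK8, 60800394 in ABA5, 89152239 in ABA8, 78833725 in NDGA5 and 53653395 in NDGA8. A single read on a kilobase of unigene stood for 0.0112 RPKM in ABA8 and 0.0186 RPKM in NDGA8, the deepest and the shallowest library.

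A unigene was called higher or lower in a library when the ratio of RPKM + 0.1 was at least 1.5-fold and 1 of the 2 libraries compared had at least 1 RPKM. Exact (Clopper-Pearson) 95% intervals of each ratio were computed from the reads and cover counting error only, not differences between fruits. Printed folds of unigenes include the added 0.1 RPKM and the intervals do not, so the 2 can part at low levels. The unigenes that the paper lists for a pathway were summed per Trinity component, and the median log2 ratio of a list was placed as a percentile among 10000 random lists matched on expression. A list was taken as apart from the random lists when it fell outside their central 95%. The lists come from a table the authors drew from these libraries, so they are not independent of the data. As an alternative, every library was rescaled by the median ratio of its unigenes, and a call or a tally of calls that this changes is given beside the value. In the authors' deposited table, the p-values among CK5, ABA5 and NDGA5, among CK0, NDGA5 and NDGA8, and for a comparison its header does not name (recovered as CK8 with ABA8) were matched only with the control's expected share counted 2 times. Where such a p is printed, the p with each library at its own share is given as the p at even weights, or the doubled share is named.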

An overview of the differentially expressed genes (those encoding enzymes labeled in blue names) in response to ABA and NDGA treatment are shown in Fig 1, and their expressions are listed in S2 Table.

### Comprehensive analysis of the genes involved in the anthocyanin biosynthetic pathway

The anthocyanin, or flavonoid biosynthetic pathway is well understood (Fig 1). Anthocyanins are synthesized in the cytosol. Preceding the anthocyanin biosynthetic pathway, phenylalanine (Phe) is synthesized from chorismate by chorismate mutase (CM). Chorismate, which is the end-product of the shikimate pathway, is also critical for *p*-aminobenzoate (*p*ABA) and indole acetic acid biosynthesis. In the phenylpropanoid pathway, Phe is catalyzed by phenylalanine ammonia lyase (PAL) to *trans*-cinnamic acid. With the catalysis of C4H and *p*-coumarate ligase (4CL), *trans*-cinnamic acid is converted to 4-coumaroyl-CoA. Chalcone synthase (CHS) is the first committed enzyme in the flavonoid pathway, and it catalyzes the conversion of 4-coumaroyl-CoA to chalcone. Chalcones are isomerized to flavanones stereospecifically by chalcone isomerase (CHI), followed by the hydroxylation to dihydroflavonols via the action of flavanone 3-hydroxylase (F3H). Thereafter, dihydroflavonols are reduced to leucoanthocyanidins by dihydroflavonol 4-reductase (DFR). Finally, leucoanthocyanidins are catalyzed by anthocyanidin synthase (ANS) to colored anthocyanidins that are modified by glucosyltransferases (GT) to anthocyanins.

Expressions of genes encoding enzymes in the anthocynin biosynthetic pathway, including the shikimate pathway, phenylpropanoid pathway and flavonoid pathway, were all significantly regulated by ABA, with the exception of *C4H* (see the blue enzyme names in Fig 1). However, most of the shikimate pathway genes showed a decreased transcript abundance during fruit ripening (Fig 3). 

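With ABA, the flavonoid list was higher on day 5, and the list of the shikimate pathway, which supplies phenylalanine, was lower on day 8. PAL (comp109367_c0_seq10), the enzyme that takes phenylalanine into the phenylpropanoid pathway, was 2.03-fold higher in ABA5 than in CK5 (95% counting interval 1.84 to 2.24). With NDGA the same unigene was 1.91-fold lower on day 5 (1.69 to 2.18) and 4.42-fold lower on day 8 (3.88 to 5.10). In ABA8 it stood at 40.5 RPKM against 60.7 RPKM in CK8, short of the size rule. Of the 4 PAL unigenes, all 4 fell in NDGA8, 2 rose in ABA5 and 2 fell in ABA8.

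The plot of the lists shows the 3 parts of the pathway apart. The 16 phenylpropanoid components (PAL, C4H and 4CL) were split in ABA5, with 5 higher and 5 lower, and had a median log2 ratio of −0.23 (percentile 10.5). The sign turned with each unigene counted by itself (0.38) and among components of at least 5 RPKM (0.31), both above the random range. In ABA8 none of the 16 was higher and 4 were lower, with a median of −0.12 (percentile 74.0), and after rescaling 3 were higher and 4 lower, with a median of 0.12. With each unigene counted by itself it was 0.14. In NDGA8 2 were higher and 7 lower (0 and 10 after rescaling), with a median of −0.50, below every random list (percentile 0). Against NDGA8, 8 were higher in ABA8 and 3 lower (8 and 2 after rescaling), with a median of 0.31 (percentile 100).

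Over the whole transcriptome, 7149 unigenes were higher and 6155 lower in ABA5 than in CK5, of 47461 measured, but 3100 higher and 3372 lower per Trinity component. In ABA8 9503 were higher and 18346 lower than in CK8, of 50764 measured. The share of changed unigenes that were higher in ABA8 was 34.1%, and 49.7% after rescaling (13847 higher and 13999 lower), which removes a shift of −0.25 on the log2 scale between these libraries. A chi-square test on the reads, which compares the libraries and not the conditions, gave an adjusted p under 0.05 for 27429 unigenes on day 5 (11698 higher and 15731 lower) and 41614 on day 8.

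**Figure D1:**
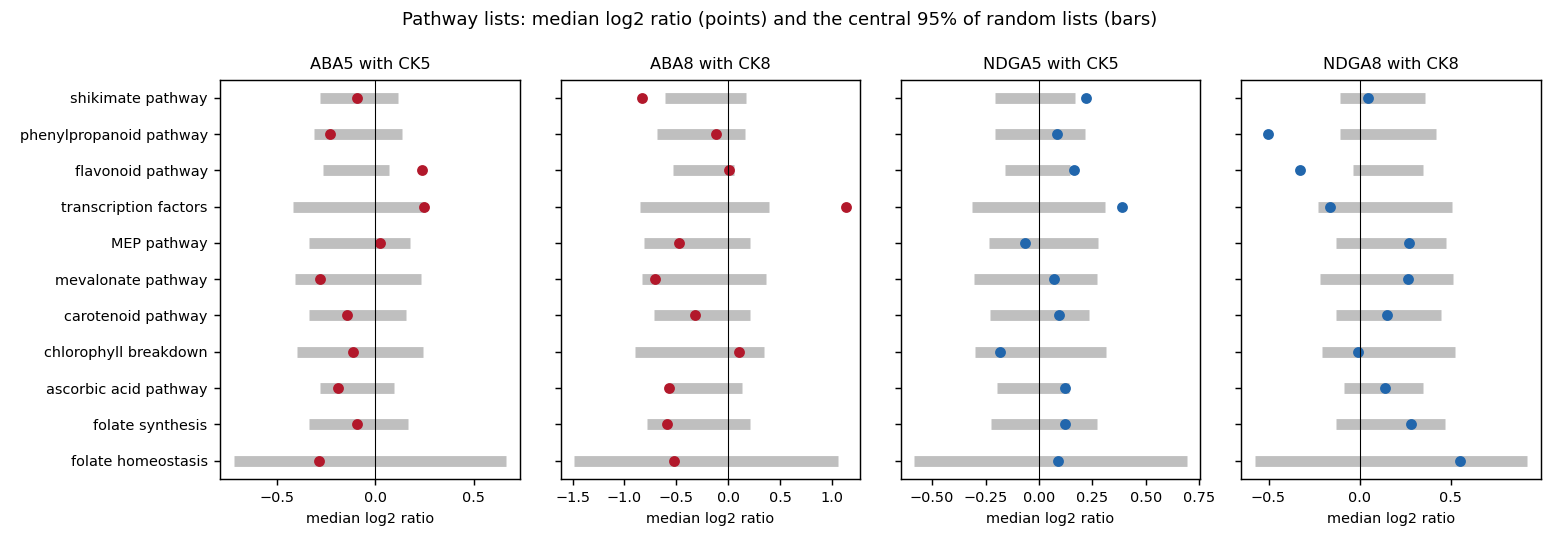
Median log2 ratio (horizontal axis) of the 11 pathway lists in the 4 comparisons with CK. Points are the medians over the components of each list, and grey bars span the central 95% of the random lists. The shikimate point for ABA8 with CK8 lies to the left of its bar, and the flavonoid points lie to the right of theirs for ABA5 with CK5 and to the left for NDGA8 with CK8.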

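During ripening of the control fruit, some shikimate unigenes fell and others rose. SK (comp107612_c1_seq2), which phosphorylates shikimate, went from 12.9 RPKM in CK0 to 6.65 in CK5, 1.93-fold lower (1.76 to 2.15), and was back at 9.72 in CK8. CS (comp107579_c0_seq1), which forms chorismate, was 1.55-fold higher in CK5 than in CK0 and 1.63-fold higher in CK8, while 4 of the 6 CS unigenes were lower in CK8 (0 after rescaling). EPSPS (comp113558_c0_seq1), which makes the precursor of chorismate, stayed between 17.5 and 21.9 RPKM over the 7 libraries.

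Of the 13 shikimate components with a mean of at least 1 RPKM, 1 was higher and 3 were lower in CK5 than in CK0, with a median log2 ratio of −0.11 (percentile 41.9). In CK8 2 were higher and 1 was lower than in CK0, none lower after rescaling (median −0.01, percentile 76.8). For EPSPS the p among CK5, ABA5 and NDGA5 in the authors' deposited table was 0.0335, and 0.911 at even weights.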

Expressions of the genes responsible for the conversion of 3-deoxy-D-*arabino*-heptulosonate 7-phosphate (DAHP) to chorismate were lower in ABA-treated receptacles than in the controls. 

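By day 8, enzymes of the shikimate pathway were lower with ABA. DHQS (comp110438_c0_seq3), which closes the first ring of the pathway, was 1.78-fold lower in ABA8 than in CK8 (1.70 to 1.88). SK (comp107612_c1_seq2) was 1.66-fold lower (1.52 to 1.84) and CS (comp107579_c0_seq1) 1.74-fold lower (1.67 to 1.83), and after rescaling none of these 3 unigenes passed the size rule. All 3 DHQS unigenes, all 5 SK unigenes and all 6 CS unigenes measured were lower in ABA8, and 2, 2 and 5 of them after rescaling. For each of these enzymes the unigenes come from 2 components, within which reads are shared, so they are not independent observations. EPSPS was not lower, and DHD/SHD (comp111594_c0_seq9), which dehydrates dehydroquinate and reduces the product to shikimate, stood at 20.4 RPKM in ABA8 against 26.4 in CK8, a change below the size rule.

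On day 5 SK was 1.79-fold lower with ABA (1.58 to 2.07), and DHQS was at 18.9 RPKM in ABA5 and 26.9 in CK5, below the size rule. Of the 13 components of the list, 8 were lower and none was higher in ABA8, with a median log2 ratio of −0.84 (percentile 0.27). After rescaling 6 were lower and the median was −0.58 (percentile 0.36). In ABA5 1 of the 13 was lower and none was higher (median −0.09, percentile 44.7). For CS the authors' deposited table gives a p of 0.01 among CK5, ABA5 and NDGA5 (0.962 at even weights), for DHD/SHD 0.0347 (0.914), and for neither CS nor DHQS a p under 0.05 on day 8. Without a filter on expression, or with the members of S2 Table alone, the day 8 median of the list lay inside the range of the random lists.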

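In fruit injected with NDGA, DHQS, an early shikimate enzyme, and CM, which takes chorismate toward phenylalanine, had levels near those of day 0, as they did in control fruit on day 8, and so did SK on day 5. DHQS (comp110438_c0_seq3) was at 31.3 RPKM in NDGA5 and 28.9 in NDGA8, against 30.5 in CK0 and 30.4 in CK8. SK (comp107612_c1_seq2) was at 11.3 RPKM in NDGA5, which is 1.68-fold above CK5 (1.54 to 1.86), and at 7.60 in NDGA8. CM (comp113505_c1_seq5) lay between 24.3 RPKM in ABA8 and 30.5 in NDGA5 over all libraries.

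In ABA5, SK was 3.01-fold below NDGA5 (2.71 to 3.46) and DHQS 1.65-fold below it (1.57 to 1.75). Over the shikimate list, 2 of 13 components were higher and none was lower in NDGA5 than in CK5, with a median log2 ratio of 0.22 (percentile 99.2). In NDGA8 3 were lower and none was higher (median 0.05, percentile 24.0, and −0.11 after rescaling). The difference between day 5 and day 8 was not tested. In the authors' deposited table the p among CK5, ABA5 and NDGA5 was 0.00344 for DHQS (0.232 at even weights), 0.0138 for SK (0.135) and 0.00584 for CM (0.954). In NDGA5 the median of the list lay inside the random range without a filter on expression or with the members of S2 Table alone.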

Delayed declines of transcriptional expressions were observed in genes such as those encoding 3-dehydroquinate synthase (DHQS), shikimate kinase (SK) and CM in NDGA-treated receptacles (Fig 3). Nevertheless, *4CL* expression was markedly up-regulated in CK8, ABA5 and ABA8 receptacles. 

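4CL, which activates coumarate to its CoA ester, had one of the widest ranges among the named unigenes. The unigene comp97637_c0_seq3 went from 16.3 RPKM in CK0 to 92.7 in CK5 and 208 in CK8, 12.7-fold above CK0 (12.2 to 13.3). With ABA it reached 236 RPKM in ABA5, 2.54-fold above CK5 (2.49 to 2.60), and 270 in ABA8. The ABA8 level was 1.30-fold that of CK8 (1.28 to 1.31), below the size rule as deposited and past it after rescaling. With NDGA it was 23.2 RPKM on day 5, 3.99-fold below CK5 (3.86 to 4.14), and 61.8 on day 8, 3.37-fold below CK8 (3.29 to 3.46).

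The 19 4CL unigenes measured did not all follow this course. In ABA5 8 were higher and 5 lower than in CK5 (9 and 5 after rescaling), in ABA8 none was higher and 2 were lower than in CK8 (6 and 2), and in NDGA8 2 were higher and 10 lower (0 and 12). The highest level fell in ABA8 for 10 of the 19 and in CK0 for 5. The annotation names comp97637_c0_seq3 as a 4CL-like protein.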

The *CHS*, *CHI* and *F3H* genes were highly expressed in CK8 and ABA8 (Fig 3). 

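CHS, CHI and F3H, which act in turn from coumaroyl-CoA to dihydroflavonols, were low in CK5 and high in CK8 and ABA8. CHS (comp115866_c0_seq11) stood at 4.98 RPKM in CK5, 110 in CK8 and 145 in ABA8. CHI (comp100721_c0_seq1) stood at 36.8, 246 and 199 RPKM in the same libraries, and F3H (comp105372_c0_seq9) at 12.6, 75.6 and 113 RPKM. Already on day 5, ABA had raised CHS 5.21-fold (4.81 to 5.84), CHI 4.28-fold (4.10 to 4.49) and F3H 3.56-fold (3.37 to 3.81) over CK5. With NDGA on day 8, CHS was 4.12-fold (3.95 to 4.32), CHI 4.33-fold (4.18 to 4.50) and F3H 2.77-fold (2.65 to 2.90) below CK8.

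ABA8 and CK8 themselves differed less. CHS in ABA8 was 1.31-fold its level in CK8 (1.28 to 1.34) and F3H 1.49-fold (1.45 to 1.53), both below the size rule as deposited and past it after rescaling, and CHI was lower in ABA8 by less than the rule. Both CHS unigenes were highest in ABA8, and the 2 CHI unigenes were highest in CK8 and in ABA8. Of the 10 F3H unigenes, 5 were highest in CK0, 3 in ABA8 and 2 in CK8. Some unigenes listed as F3H match other dioxygenases in the annotation, and comp100589_c0_seq2 is listed as both F3H and ANS.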

The *GT* genes were specifically highly expressed in ABA8. In addition, one transcription factor (TF) gene (*TT8*, comp118358_c0_seq4) was also highly expressed in the ABA8 samples (Fig 3). These results revealed that all of the genes involved in anthocyanin biosynthesis actively responded to ABA or NDGA treatment, and their expressions showed a temporal and ripening degree-related changing pattern. 

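Of the 21 unigenes measured for GT, which adds glucose to anthocyanidins, 11 were higher and 2 lower in ABA8 than in CK8 (12 and 0 after rescaling). In ABA5 3 were higher and none was lower, in NDGA5 2 were higher and 6 lower, and in NDGA8 2 were higher and 2 lower (1 and 3 after rescaling). The 21 unigenes come from 13 components, within which reads are shared, and the difference between these comparisons was not tested. The best expressed one, comp108011_c0_seq2, was 1.64-fold higher in ABA8 than in CK8 (1.60 to 1.69). Its highest level was in ABA5, with 141 RPKM, followed by 125 in CK5, 96.3 in ABA8 and 67.7 in NDGA8. With NDGA on day 5 it was 2.51-fold below CK5 (2.45 to 2.58).

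The highest library was ABA8 for 8 of the 21 unigenes, CK0 for 7 and ABA5 for 2. The counts do not show whether the same unigenes rose at both times.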

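TT8 (comp118358_c0_seq4), a bHLH transcription factor that activates late flavonoid genes in Arabidopsis, was at 56.5 RPKM in ABA8 and at no more than 21.8 RPKM in any other library. It was 2.61-fold higher in ABA8 than in CK8 (2.53 to 2.72) and 2.58-fold higher than in ABA5 (2.49 to 2.69). In NDGA8 it was at 14.4 RPKM against 21.6 in CK8, a fall that passes the size rule only after rescaling.

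An R2R3 MYB unigene of the same list, comp113395_c0_seq6, moved over a wider range. It rose from 0.172 RPKM in CK0 to 8.46 in CK5 and 119 in CK8, and reached 58 in ABA5 and 221 in ABA8. With NDGA it stood at 1.04 RPKM on day 5 and 8.28 on day 8. It was chosen after its values were seen. Of the 6 transcription factor components, 4 were higher and 1 was lower in ABA8 than in CK8. The median log2 ratio was 1.14 (percentile 99.9), and after rescaling 5 were higher and none was lower. Of the 4, comp106434 (39.6 RPKM in ABA8 and 11.0 in CK8) and comp107695 (21.3 and 7.88) ran nearly in proportion over the 7 libraries. The random lists treat such components as unlinked, so the percentiles of this list may be overstated. Against NDGA8 the median of ABA8 was 1.62 (percentile 100). With NDGA on day 5, where 1 was higher and 1 lower, the list was above the random range as well (0.39, percentile 98.9). With the members of S2 Table alone it lay inside that range in NDGA5 (0.30, percentile 97.2). The TT8 p among CK8, ABA8 and NDGA8 in the authors' deposited table was 3.72e-08.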

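Most of the named anthocyanin unigenes changed with ABA or NDGA at one time or the other, and the responses differed between day 5 and day 8 in ways that were not tested. DHD/SHD, EPSPS and CM passed the size rule in none of the 4 comparisons with CK. DFR (comp112886_c1_seq3), which reduces dihydroflavonols, did not pass it in any of them either, although it was 2.00-fold higher in CK8 than in CK0. Between ABA and NDGA fruit of day 5 this DFR unigene did pass the size rule, with 216.2 RPKM in ABA5 and 131.5 in NDGA5. On day 8 it stood at 185.2 RPKM in ABA8 and 163.6 in NDGA8, called only after rescaling. Of the 12 DFR unigenes, which come from 4 components, 11 were higher in CK8 than in CK0. Several unigenes listed as DFR match cinnamoyl-CoA reductase, an enzyme of lignin synthesis, in the annotation.

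By the size rule, about as many unigenes changed with NDGA as with ABA on day 5, and fewer on day 8. In NDGA5 7089 unigenes were higher and 5671 lower than in CK5, and in NDGA8 10606 were higher and 7855 lower than in CK8. At 5 RPKM or more, fewer changed with NDGA than with ABA on day 5 too. There 1378 were higher and 1401 lower in NDGA5, against 2138 and 1821 in ABA5. The share higher in NDGA8 was 57.5%, and 42.3% after rescaling (7230 higher and 9875 lower), which removes a shift of 0.16 on the log2 scale. Across 44417 unigenes, the rank correlation of NDGA8 was 0.937 with CK5 and 0.925 with CK8, and that of ABA8 was 0.918 with ABA5 and 0.829 with CK8. ABA5 and CK8, the libraries of the initial red stage, had 0.862. These correlations run across genes, which are not independent replicates.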

ABA treatment might accelerate the conversion of the precursors to the final product; therefore, gene expressions in the shikimate pathway were significantly lower. However, the expression of genes encoding enzymes for the last several steps in the flavonoid pathway were remarkably higher in ABA-treated receptacles. This hypothesis could be verified from the observation of the gene expressions in NDGA-treated receptacles. 

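Of the 2 unigenes of ANS, which forms the coloured anthocyanidins, 1 was higher with ABA on both days. This unigene, comp101059_c0_seq11, was 1.65-fold higher in ABA5 than in CK5 (1.61 to 1.70) and 6.58-fold higher in ABA8 than in CK8 (6.39 to 6.82), with 219 RPKM in ABA8. The other, comp100589_c0_seq2, passed the size rule on neither day, with 5.45 RPKM in ABA5 and 4.47 in CK5, and 15.1 in ABA8 and 18.3 in CK8. Of the 12 unigenes of DFR, the step before it, 0 were higher and 1 was lower in ABA8 (2 and 1 after rescaling). LAR, which draws leucoanthocyanidins into proanthocyanidins, was higher in ABA5 and, after rescaling alone, in ABA8, and both unigenes of ANR, the other branch enzyme, were lower in ABA8.

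The flavonoid list as a whole was raised in ABA5, where 9 of 31 components were higher and 2 lower (10 and 2 after rescaling) and the median log2 ratio was 0.23 (percentile 99.9). In ABA8 8 were higher and 8 lower than in CK8, with a median of 0.01 (percentile 95.4), and after rescaling 11 and 7, with a median of 0.26 (percentile 95.3). This list does not pass the upper bound of the random lists on day 8 as listed. It does so when each unigene is counted by itself (median 0.12), among components of at least 5 RPKM (0.14) or with the members of S2 Table alone (0.28).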

Taken together, the data indicate that ABA is pivotal for the regulation of anthocyanin biosynthetic pathway gene expression, and the higher accumulation of anthocyanins content in ABA-treated receptacles may be due to the high expression of genes involved in the flavonoid pathway.

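Compared directly, without a control library, ABA and NDGA fruit of the same day stood far apart in several flavonoid unigenes. On day 8 CHS (comp115866_c0_seq11) was 5.41-fold higher in ABA8 than in NDGA8 (5.20 to 5.67), F3H 4.13-fold, CHI 3.5-fold and TT8 3.91-fold (3.76 to 4.12). On day 5 4CL (comp97637_c0_seq3) was 10.1-fold higher in ABA5 than in NDGA5 (9.85 to 10.5), CHS 3.87-fold and ANS 2.88-fold. ANS did not separate NDGA from the control alone in one direction: in NDGA5 it was 1.75-fold below CK5 (1.69 to 1.81) and in NDGA8 3.15-fold above CK8 (3.04 to 3.27), a difference between days that was not tested.

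Of the 31 flavonoid components, 9 were higher and 7 lower in ABA8 than in NDGA8 (18 and 4 after rescaling), and the median log2 ratio of 0.27 lay above all random lists (percentile 100). In ABA5 9 were higher and 10 lower than in NDGA5 (10 and 9 after rescaling), with a median of 0.14 (percentile 97.8). In NDGA8 2 were higher and 9 lower than in CK8 (2 and 11 after rescaling), with a median of −0.33 (percentile 0), while in NDGA5 8 were higher and 5 lower than in CK5 (median 0.16, percentile 98.3). The median for NDGA5 lay inside the random range in 5 alternatives. From the lower shikimate expression and the higher expression of the last steps with ABA, together with the NDGA fruit, the paper proposes that ABA speeds the conversion of precursors to the final product. In its reading the data point to a pivotal role of ABA in regulating the pathway, and it proposes that the higher anthocyanin content follows from high expression of flavonoid genes.

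**Figure D2:**
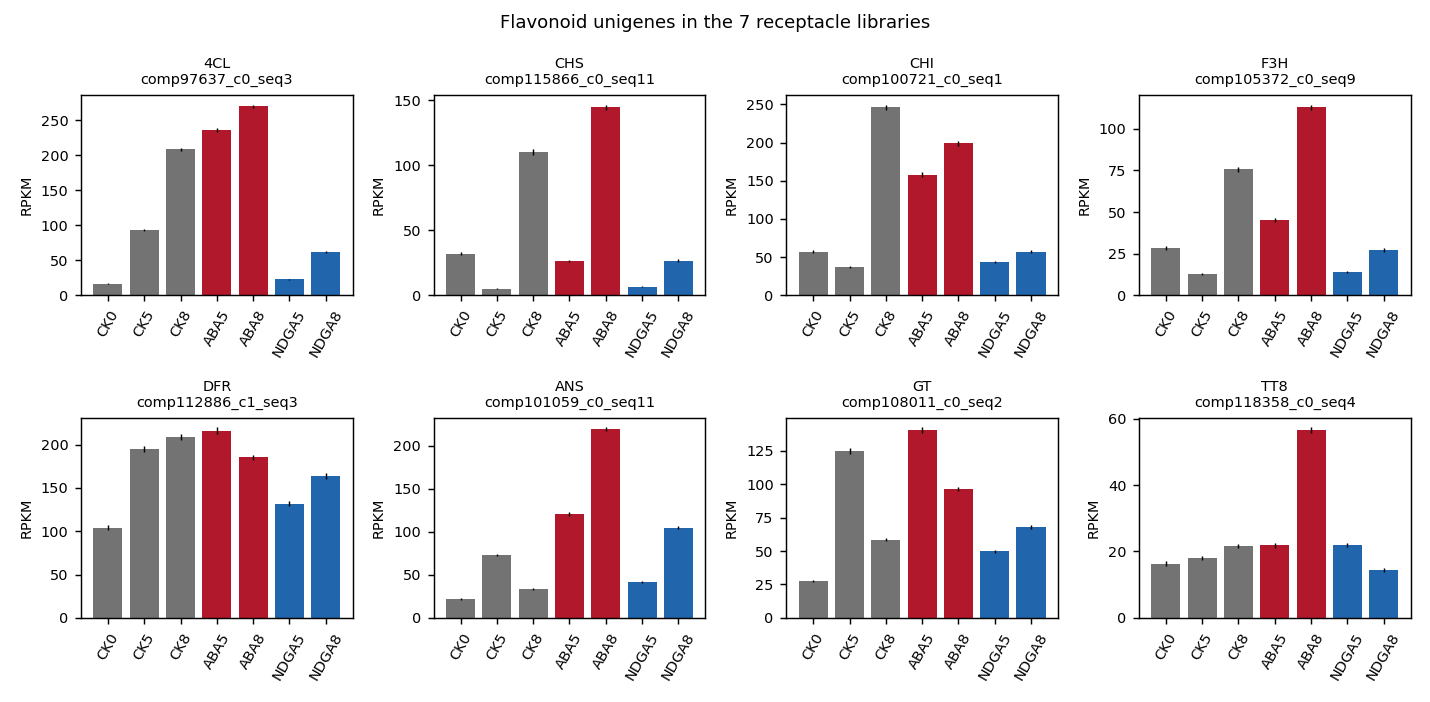
Expression in RPKM (vertical axis, from 0) of 4CL, CHS, CHI, F3H, DFR, ANS, GT and TT8 in the 7 libraries. Bars are single pooled libraries and error bars are 95% counting intervals. CHS, F3H, ANS and TT8 are highest in ABA8, at 145, 113, 219 and 56.5 RPKM.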

**Fig 3:**
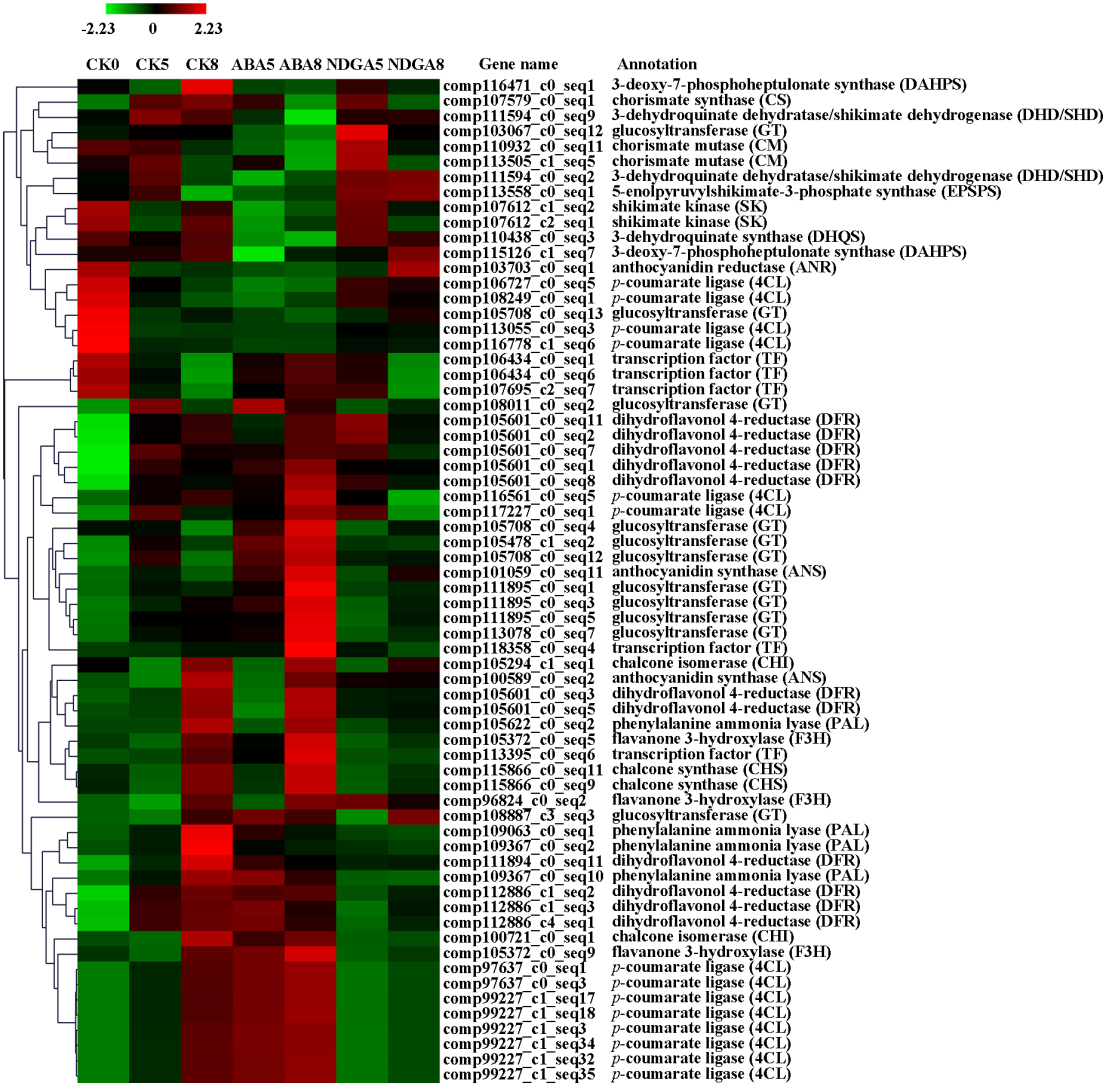
Differentially expressed genes involved in the anthocyanin biosynthesis pathway in response to ABA or NDGA treatment. CK, ABA, and NDGA represent fruit treated with water, ABA, or NDGA, respectively. Only the receptacle samples were collected for RNA-seq analysis. Red and green colors mean up- and down-regulated expression of genes, respectively. The number in each sample name represents the collection day.

### Global analysis of the genes involved in the carotenoid biosynthetic pathway

Isopentenyl pyrophosphate (IPP) is the C_5_ isoprene unit for the start of carotenoids biosynthesis, and it is synthesized from pyruvate and glyceraldehyde-3-phosphate via the methyl-D-erythritol, 4-phosphate (MEP) pathway (Fig 1) in the plastid. IPPs are condensed to yield phytoene by phytoene synthase (PSY), with an intermediate product of geranylgeranyl pyrophosphate (GGPP), which is also a vital precursor for chlorophyll and gibberellins. Phytoene is catalyzed by a series of enzymes including phytoene desaturase (PDS), zeta-carotene isomerase (Z-ISO), zeta-carotene desaturase (ZDS) and carotenoid isomerase (CRTISO) to lycopene. Lycopene is catalyzed by lycopene β-cyclase (LCYB) to form β-carotene and further to ABA. While IPP can also be synthesized from acetyl-CoA via the mevalonic acid (MVA) pathway in the cytosol, it is important for the synthesis of phytohormone (cytokinin and brassionsteriods) and volatiles (terpenes).

Genes in the carotenoid biosynthetic pathway have been cloned in many other species, but have not been well identified in the strawberry. 

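The named unigenes listed for Z-ISO and CRTISO, isomerases on the way from phytoene to lycopene, were transcribed in all 7 libraries at low and even levels. Z-ISO (comp106288_c0_seq1) lay between 5.88 RPKM in CK0 and 7.99 in NDGA5. CRTISO (comp117652_c0_seq33) lay between 2.44 RPKM in ABA8 and 3.51 in NDGA8, and its best Swiss-Prot match is a β-carotene isomerase. LCYB (comp105524_c0_seq4), which closes the rings of β-carotene, lay between 6.39 RPKM in ABA8 and 10.9 in CK0. These 3 unigenes did not pass the size rule in any of the 4 comparisons with CK.

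The paper lists 3 unigenes for Z-ISO and 13 for CRTISO, of which 3 and 6 were measured. In ABA8 1 Z-ISO unigene and 3 CRTISO unigenes were lower than in CK8 (0 and 2 after rescaling), and none was higher. One listed Z-ISO unigene, comp105943_c2_seq2, matches a glutathione transferase in the annotation.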

From our transcriptome data, we identified many genes that have not been reported before (such as those encoding Z-ISO and CRTISO) in this pathway, as shown in Fig 1. 

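HMGCS, an early enzyme of the mevalonate pathway, was highest at day 0. The named ACAT, DXR and IPI unigenes were highest in NDGA8, but among the control libraries ACAT and IPI were highest at day 0. HMGCS (comp112067_c0_seq2) fell from 13.7 RPKM in CK0 to 8.37 in CK5, 1.63-fold (1.52 to 1.78, not called after rescaling), and to 7.74 in CK8, 1.77-fold (1.64 to 1.92). In ABA5 it was a further 1.57-fold below CK5 (1.43 to 1.74), and in NDGA5 1.59-fold above it (1.48 to 1.72). ACAT (comp103345_c1_seq2), which joins acetyl-CoA units at the start of that pathway, was at 71.9 RPKM in CK0, 49.3 in ABA8 and 82.6 in NDGA8. DXR (comp117395_c1_seq17), the first committed enzyme of the MEP pathway, was at 3.90 RPKM in CK0 and 7.43 in NDGA8, where it was 2.75-fold above CK8 (2.36 to 3.37). In ABA8 it was 2.01-fold above CK8 (1.73 to 2.44). IPI (comp106476_c0_seq1), which interconverts the isoprene units, lay between 22.1 RPKM in ABA8 and 34.7 in NDGA8.

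Over all unigenes of these enzymes, CK0 was the highest library for 2 of 3 ACAT, the 1 HMGCS and 5 of 7 DXR unigenes. In CK8 6 of the 7 DXR unigenes, which come from 3 components, were lower than in CK0. The mevalonate list had 0 of 6 components higher and 2 lower in CK8 than in CK0 (median log2 ratio −0.38, percentile 17.1), and the MEP list 0 of 13 higher and 3 lower (percentile 21.9). In ABA8 5 of the 6 mevalonate components were lower than in NDGA8, and 3 after rescaling (−1.05, percentile 1.25, below the random range). Among CK5, ABA5 and NDGA5 the p in the authors' deposited table was 0.0124 for HMGCS (0.165 at even weights) and 0.00717 for IPI (1 at even weights), and the DXR p of 0.0419 for CK8 with ABA8 became 0.331.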

Genes in the primary pathway, such as *ACAT* (encoding acetyl-CoA C-acetyltransferase), *HMGCS* (encoding hydroxymethylglutaryl-CoA synthase), *DXR* (encoding 1-deoxy-D-xylulose-5-phosphate reductoisomerase) and *IPI* (encoding isopentenyl-diphosphate delta-isomerase), are highly expressed in the early ripening stage (Fig 4A). *PSY* expression was significantly up-regulated in ABA5, but decreased with fruit further ripening (ABA8). 

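PSY, which makes phytoene in the first step of the carotenoid pathway, was highest in ABA5 for all 7 unigenes measured. The unigene comp110189_c0_seq5 was at 78.1 RPKM in ABA5 and 49.0 in CK5, 1.59-fold higher (1.54 to 1.65), and comp109519_c0_seq12 was 1.62-fold higher (1.56 to 1.67). In ABA8 they stood at 46.8 and 37.0 RPKM, 1.67-fold (1.62 to 1.72) and 1.65-fold (1.60 to 1.71) below ABA5, and neither fall was called after rescaling. CK8 was at 57.4 and 46.3 RPKM, so PSY in ABA8 was not higher than in CK8. With NDGA both were lower than the control on each day, by 2.03-fold (1.95 to 2.12) and 1.93-fold (1.86 to 2.03) on day 5 and by 2.04-fold on day 8.

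The 7 unigenes come from 2 components, within which reads are shared. The 2 named ones had similar reads in every library (8287 and 8705 in ABA5), so these tallies are not independent observations. Of the 7 unigenes, 5 were higher in ABA5 than in CK5 (6 after rescaling) and none was lower. From ABA5 to ABA8 all 7 fell, but 1 alone after rescaling. All 7 were lower in NDGA5 and in NDGA8, and all 7 were higher in CK5 and in CK8 than in CK0. Among CK0, ABA5 and ABA8 comp109519_c0_seq12 has a p of 1.4e-06 in the authors' deposited table.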

A similar transcriptional pattern was also observed in *ZEP*. 

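ZEP (comp108626_c0_seq2), which epoxidizes zeaxanthin on the way to ABA, was at 13.4 RPKM in ABA5 and 12.8 in CK5. This is a ratio of 1.05 with a counting interval of 0.986 to 1.12, so no difference was detectable at this depth on day 5. From CK0 to ABA5 it rose 1.64-fold (1.53 to 1.78), and from CK0 to CK5 1.56-fold (1.46 to 1.69). In ABA8 it was at 12.1 RPKM, 1.37-fold its level in CK8 (1.29 to 1.47), which passes the size rule only after rescaling. In NDGA5 it was 1.64-fold below CK5 (1.54 to 1.76), and in ABA5 1.72-fold above NDGA5 (1.62 to 1.85). Its only p under 0.05 in the authors' deposited table, 0.0172 for CK8 with ABA8, became 0.47 at even weights.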

As we found that ABA started to accumulate dramatically at the initial red stage (S3 Fig), the relative lower level of β-carotene in ABA-treated receptacles might be caused by the demand for ABA biosynthesis.

**Fig 4:**
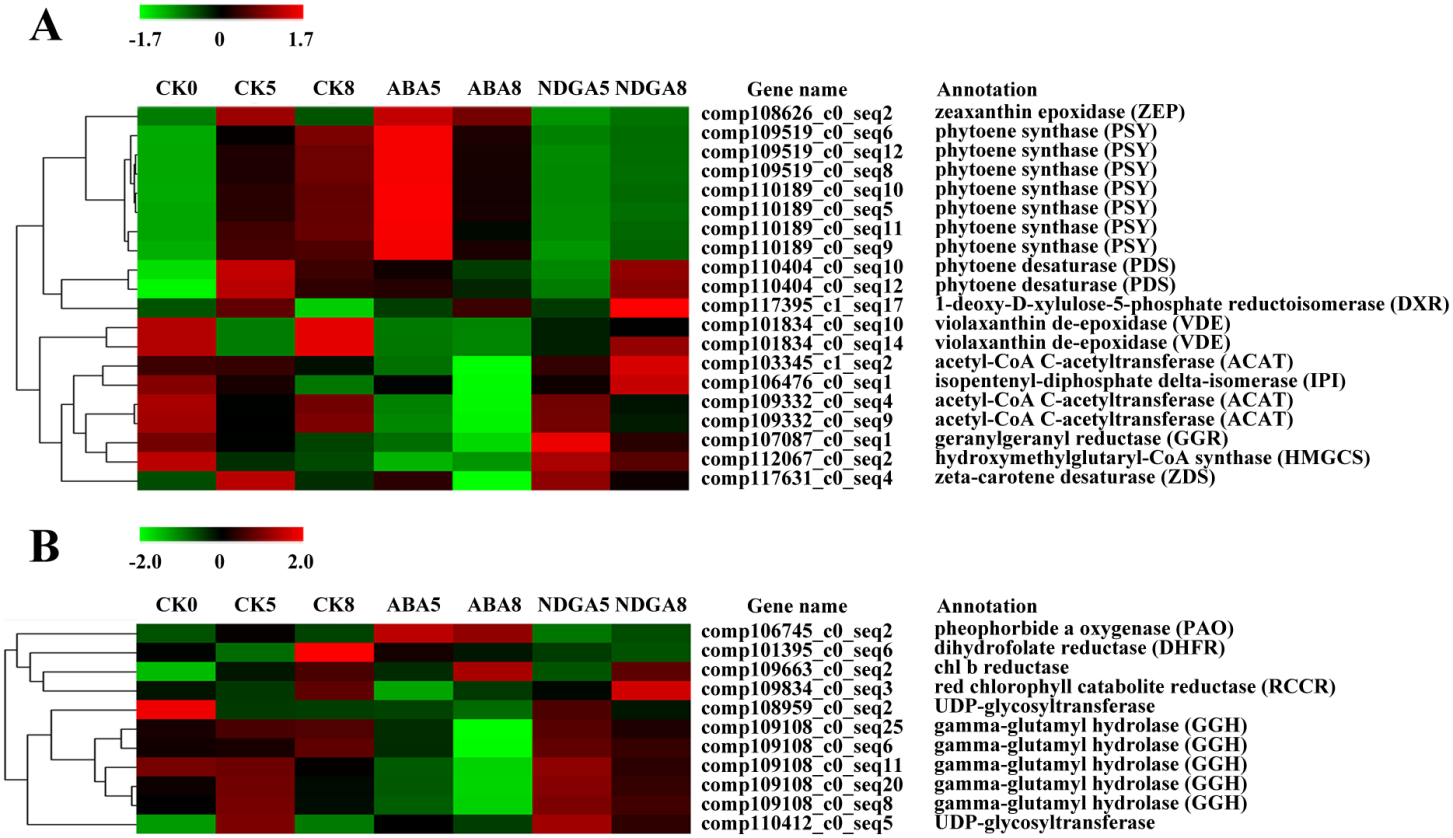
Differentially expressed genes involved in the carotenoid and folate biosynthesis pathways and the chlorophyll degradation pathway in response to ABA or NDGA treatment. (A) Gene expression in the carotenoid biosynthetic pathway. (B) Gene expression in the chlorophyll breakdown and folate biosynthetic pathways. CK, ABA, and NDGA represent fruit treated with water, ABA, or NDGA, respectively. Only the receptacle samples were collected for RNA-seq analysis. Red and green colors mean up- and down-regulated expression of genes, respectively. The number in each sample name represents the collection day.

### Expression profiles of the genes involved in the chlorophyll degradation and the folate biosynthesis pathway

Chlorophyll(ide) b reductase (or Chl(ide) b reductase), the first enzyme for Chl b degradation, helps to convert Chl(ide) b to Chl(ide) a in the chlorophyll cycle. Chlorophyll first undergoes Mg-dechelation and dephytylation by an Mg-chelating substance (MCS) and pheophytinase (PPH), respectively. Subsequently, the product, pheophorbide a (Pheide a), is converted to a primary FCC (pFCC) by the actions of pheide a oxygenase (PAO) and red Chl catabolite reductase (RCCR). It should be noted that these two important steps are responsible for the green color loss. pFCCs are then transported from the senescent chloroplast, modified and catalyzed to produce NCCs via nonenzymatic tautomerization by the acidic conditions in the vacuole (Fig 1).

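PAO and RCCR, which open the chlorophyll ring and reduce the red product, hardly moved with treatment. PAO (comp106745_c0_seq2) was at 13.6 RPKM in ABA5 and 11.6 in CK5, a ratio of 1.17 (1.10 to 1.25), and at 13.1 in ABA8 and 10.7 in CK8, a ratio of 1.22 (1.15 to 1.30). Both intervals lie above 1 and below the size rule. In CK0, NDGA5 and NDGA8 it was at 10.6, 10.2 and 10.6 RPKM, and both PAO unigenes were highest in ABA5. RCCR (comp109834_c0_seq3) was at 10.4 RPKM in ABA5, 12.8 in ABA8 and 18.7 in NDGA8. Its ABA8 level was 1.26-fold below CK8 (1.18 to 1.35).

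The intervals cover counting error alone, so they do not say how far these ratios exceed the differences between fruits. The only PAO p under 0.05 in the authors' deposited table was 0.0255 for CK8 with ABA8, and 0.631 at even weights. RCCR had 0.0143 in the authors' deposited table among CK0, NDGA5 and NDGA8, which became 0.631 as well.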

One PAO gene was observed to be markedly up-regulated by ABA treatment, whereas high expression was not found for *RCCR* (Fig 4B). Interestingly, the expression of the Chl b reductase gene was high in all three receptacle samples on day 8. 

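The Chl b reductase unigene comp109663_c0_seq2, annotated as NYC1, started at 1.96 RPKM in CK0 and stood on day 8 at 8.04 in CK8, 10.2 in ABA8 and 8.48 in NDGA8. In CK8 it was 3.96-fold above CK0 (3.57 to 4.75). From day 5 to day 8 it rose 1.90-fold with ABA (1.75 to 2.10) and 1.93-fold with NDGA (1.77 to 2.15). On day 5 the levels were 5.77 RPKM in CK5, 5.32 in ABA5 and 4.35 in NDGA5.

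Most other unigenes listed for the enzyme had another course. Of the 13 measured, 10 were highest in CK0 and 2 in ABA8.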

From these results, we speculated that the lower chlorophyll content, as determined by spectrophotometry in ABA-treated receptacles, may be related to the higher expression of the PAO gene. The results also indicate that PAO may function as a key enzyme for chlorophyll degradation during strawberry fruit ripening. Nevertheless, genes encoding Chl b reductase and RCCR were not specifically regulated by ABA treatment.

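Between ABA and the control, the NYC1 unigene of Chl b reductase had a ratio of 1.27 in ABA8 (1.18 to 1.37), which is below the size rule as deposited and past it after rescaling. On day 5 its level in ABA5 was slightly under that of CK5. Among all 13 Chl b reductase unigenes, 1 was higher and 1 lower in ABA5, and none was higher and 4 were lower in ABA8 (2 and 1 after rescaling). RCCR passed the rule in no comparison with CK.

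Of the 7 components of the chlorophyll breakdown list, 1 was higher in ABA5 and none was lower, and none changed in NDGA5, NDGA8 or ABA8, where 1 was higher after rescaling. The median log2 ratio was −0.11 in ABA5 (percentile 40.6) and 0.11 in ABA8 (percentile 88.0), and both turned sign without a filter on expression. Against NDGA8 the list was above the random range in ABA8 (0.25, percentile 98.8), with 0 components higher and 1 lower, or 4 and 0 after rescaling.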

Folate is one of the most important micronutrients in strawberry and has many forms, but only the tetrahydrofolate (THF) form has cofactor activity. THF is composed of peterin, *p*ABA and glutamate moieties. *p*ABA is synthesized from chorismate in the plastid, while peterin is derived from GTP in the cytosol; however, folate synthesis occurs in the mitochondria (Fig 1). 

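The list of folate synthesis genes, taken by component, lay inside the random range in all 4 comparisons with CK. In ABA8 against NDGA8 it lay below that range as deposited and inside it after rescaling. DHPS (comp113375_c0_seq4), which joins the pterin and pABA parts, lay between 1.93 RPKM in ABA8 and 3.31 in CK0 and passed the size rule in no comparison with CK. GTP cyclohydrolase, the first enzyme of the pterin branch, was lower in ABA5 and, as deposited but not after rescaling, in ABA8. Folylpolyglutamate synthase, which adds the glutamate tail, had 4 of 15 unigenes lower in ABA5 (2 after rescaling), 8 lower in ABA8 (4 after rescaling) and 2 higher in NDGA8. The 8 pABS unigenes, for the synthesis of pABA, come from 2 components, within which reads are shared. Of the 8, 7 were higher in NDGA8 than in CK8 and 1 was higher in ABA8 (6 and 2 after rescaling).

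Of the 13 components of the list, 1 was higher and 1 lower in ABA5 (median log2 ratio −0.09, percentile 48.0), and none was higher and 7 were lower in ABA8 (−0.59, percentile 11.3), or 1 and 4 after rescaling. In NDGA5 2 were higher and none was lower (0.12, percentile 82.1), and in NDGA8 3 were higher and 1 was lower (0.28, percentile 79.2). With each unigene counted by itself the NDGA5 median was 0.24, above the random range. Between ABA8 and NDGA8 1 was higher and 9 were lower (−0.92, percentile 2.31). After rescaling 1 was higher and 3 were lower (−0.52, percentile 2.56), which is inside the random range. The authors' deposited table gives DHPS no p under 0.05, and its lowest is 0.471 among CK5, ABA5 and NDGA5 (0.953 at even weights).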

Our results clearly showed that the expressions of genes involved in the folate biosynthesis pathway were not significantly regulated by ABA or NDGA treatment (Fig 1). Only the dihydrofolate reductase (DHFR) gene was observed to be highly expressed in CK8 and ABA5 (initial red stage). However, the genes responsible for folate homeostasis, such as gamma-glutamyl hydrolase (GGH) and UDP-glycosyltransferase, were remarkably down-regulated in ABA-treated receptacles. 

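GGH, which shortens the glutamate tails of folates, was lower with ABA on both days by less than the size rule. The unigene comp109108_c0_seq11 was at 23.6 RPKM in ABA5 and 30.0 in CK5, 1.27-fold lower (1.2 to 1.35), and at 19.7 in ABA8 and 26.6 in CK8, 1.35-fold lower (1.28 to 1.43). Another GGH unigene, comp109108_c0_seq20, had ratios of 1.28 and 1.33 in the same direction. Of the 5 GGH unigenes, none passed the rule in ABA5 and 2 were lower in ABA8 (0 after rescaling), and all 5 were highest in NDGA5. UDP-glycosyltransferase (comp110412_c0_seq5), listed for the conjugation of pABA, was 1.29-fold lower in ABA5 (1.15 to 1.45) and 1.2-fold higher in ABA8 (1.06 to 1.36), neither past the rule. In NDGA8 it was 1.56-fold higher than in CK8 (1.38 to 1.79), a call lost after rescaling. The other unigene measured for it, comp108959_c0_seq2, was at 0.555 RPKM in ABA8 and 1.42 in CK8, a log2 ratio of −1.21 that passes the rule. This unigene was named after its values were seen.

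Of the 3 components of folate homeostasis, none changed in ABA5 (median log2 ratio −0.29, percentile 25.6) and 1 was lower in ABA8 (−0.53, percentile 29.2). In the authors' deposited table the p among CK5, ABA5 and NDGA5 was 0.0123 for comp109108_c0_seq11 (0.598 at even weights) and 0.0376 for comp109108_c0_seq20 (0.677). The p of UDP-glycosyltransferase among CK0, NDGA5 and NDGA8 in the authors' deposited table was 0.0426 (0.463).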

The results indicate that ABA has a minor influence on folate biosynthesis but it may play a regulatory role in folate homeostasis.

### Expression patterns of the genes involved in the AsA biosynthetic pathway

AsA is synthesized in the cytosol, and its precursor, D-glucose-6-phosphate, is first converted to GDP-D-mannose. Many genes involved in this pathway were identified from our sequencing data (Fig 1), including those encoding D-glucose-6-phosphate isomerase (GPI), D-mannose-6-phosphate isomerase (MPI), phosphomannomutase (PMM), and GDP-mannose pyrophosphorylase (GMPPB). 

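Unigenes for each of these sugar phosphate steps were found in the libraries, with 5 for GPI, 7 for MPI, 4 for PMM and 4 for GMPPB, and all of them were measured. PMM, which turns mannose 6-phosphate into mannose 1-phosphate, had 1 of 4 unigenes higher and 1 lower in ABA8 than in CK8 (3 and 1 after rescaling), and GMPPB, which makes GDP-mannose, had 3 of 4 lower (2 after rescaling). The best expressed GMPPB unigene, comp105540_c0_seq1, matches the alpha subunit of the enzyme in the annotation.

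Over the 17 components of the ascorbic acid list, none was higher (1 after rescaling) and 1 was lower in ABA5 (median log2 ratio −0.19, percentile 14.7), and 2 were higher and 8 lower in ABA8 (−0.57, percentile 2.16). After rescaling 3 were higher and 8 lower on day 8, with a median of −0.32 (percentile 1.98). The day 8 median lay inside the random range without a filter on expression, among components of at least 5 RPKM and with each unigene counted by itself. With NDGA 1 was higher and none was lower on day 5 (0.12, percentile 96.4), and 2 were higher and 2 lower on day 8 (0.14, percentile 53.0), or 1 and 2 after rescaling (−0.01). Between ABA5 and NDGA5 1 was higher and 6 were lower (−0.51, percentile 0.06).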

There are alternative pathways for AsA synthesis from GDP-D-mannose. The first pathway is well known in plants, through L-galactose with the actions of GDP-mannose 3’,5’-epimerase (GGP), L-galactose dehydrogenase (GDH), and L-galactono-1,4-lactone dehydrogenase (GLDH). In the other pathway, AsA is synthesized through the intermediate L-gulose via sugar phosphatase, though this mechanism is not entirely clear (Fig 1).

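MPI, which forms mannose 6-phosphate, and GGP, which commits GDP-galactose to ascorbate, were both highest at day 0 and fell afterwards. GGP (comp118304_c0_seq1) went from 149 RPKM in CK0 to 84.2 in CK5, 1.77-fold lower (1.73 to 1.81), with 114 in CK8. MPI (comp107047_c0_seq13) went from 16.7 RPKM in CK0 to 4.42 in CK5, 3.71-fold lower (3.43 to 4.15), and 5.89 in CK8, 2.80-fold lower (2.61 to 3.07). In NDGA5 MPI was 1.82-fold above CK5 (1.66 to 2.03).

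All 3 GGP unigenes and 5 of the 7 MPI unigenes were highest in CK0, and 2 MPI unigenes in CK8. With ABA, GGP fell further, to 39.9 RPKM in ABA8, 2.85-fold below CK8 (2.78 to 2.92). A sister unigene of MPI, comp107047_c0_seq1, matches a glutamine tRNA ligase in one database and MPI in another. For MPI the p among CK0, CK5 and CK8 in the authors' deposited table was 0.00711, and the GGP p among CK8, ABA8 and NDGA8 was 7.35e-09.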

The *MPI* and *GGP* genes were observed to be highly expressed in CK0 receptacles (Fig 5). 

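GME, which epimerizes GDP-mannose, GMPPB and GDH, the galactose dehydrogenase, were all lower with ABA on day 8. GME (comp105706_c0_seq1) was 4.66-fold lower in ABA8 than in CK8 (4.48 to 4.89), GMPPB (comp105540_c0_seq1) 2.33-fold lower (2.20 to 2.5) and GDH (comp104149_c0_seq2) 1.85-fold lower (1.72 to 2.02). On day 5 they were at 40.9, 28.9 and 8.69 RPKM in ABA5 and at 58.2, 31.9 and 12.1 in CK5, below the size rule. GPI (comp106510_c0_seq12), which isomerizes glucose 6-phosphate, was 1.12-fold lower in ABA5 and 1.45-fold lower in ABA8 (1.39 to 1.51), also below the rule.

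Sugar phosphatase (comp114513_c1_seq1), placed by the paper on the gulose route, was 1.58-fold higher in ABA8 than in CK8 (1.5 to 1.68) and 1.27-fold higher in ABA5 (1.19 to 1.35), the latter below the rule. The PMM unigene comp118301_c0_seq6 was 1.54-fold higher in ABA8 (1.47 to 1.61), and comp118301_c0_seq5 1.48-fold (1.42 to 1.54), a call made only after rescaling. In ABA5 comp118301_c0_seq6 was at 32.4 RPKM and 21.6 in CK5, called only after rescaling too. The authors' deposited table gives GME a p of 1.01e-10 among CK8, ABA8 and NDGA8, where GMPPB has 0.0675 and GDH 0.146. For CK8 with ABA8 the GMPPB p in the authors' deposited table was 0.676 (0.0212 at even weights). The GPI p among CK5, ABA5 and NDGA5 in the authors' deposited table was 0.021 (0.931 at even weights), that of sugar phosphatase 0.029 (0.442), and that of comp118301_c0_seq5 0.000611 (0.485).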

Much of the gene expression was significantly down-regulated by ABA treatment, such as *GPI*, *GMPPB*, *GME*, and *GDH*, whereas the expression of one gene encoding sugar phosphatase and two PPM genes (comp118301_c0_seq5 and comp118301_c0_seq6) were markedly up-regulated by ABA treatment, especially in ABA8 receptacles. No significant difference of *GLDH* expression was found among the samples, although GLDH plays a critical role for the last reduction step for AsA in the mitochondria.

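GLDH (comp112527_c0_seq3), the mitochondrial enzyme that completes ascorbate, lay between 8.73 RPKM in ABA5 and 13.6 in CK0. It was 1.35-fold lower in ABA5 than in CK5 (1.26 to 1.46) and 1.39-fold lower in ABA8 than in CK8 (1.31 to 1.48), below the size rule. Its ratio was 1.06 in NDGA5 and 1.07 in NDGA8. The authors' deposited table gives it no p under 0.05, the lowest being 0.152 among CK0, NDGA5 and NDGA8 (0.979 at even weights).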

**Fig 5:**
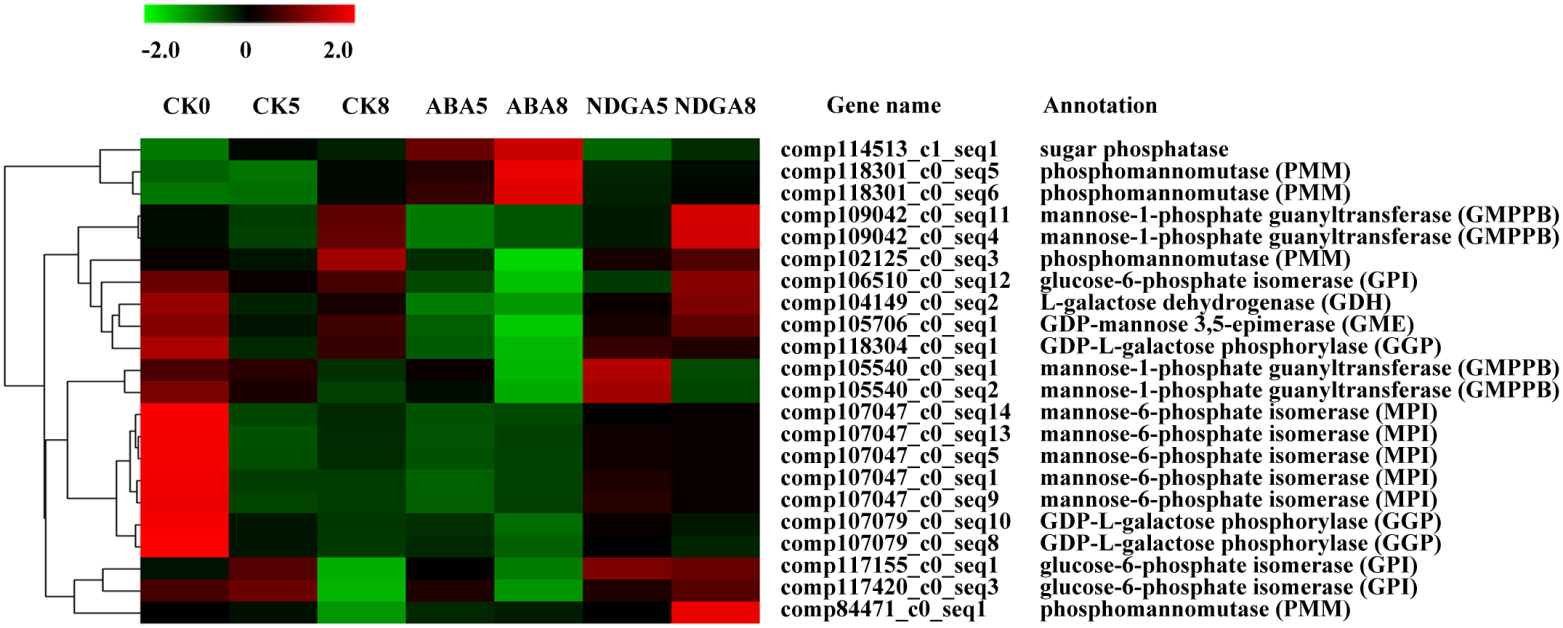
Differentially expressed genes involved in the ascorbic acid biosynthesis pathway. CK, ABA, and NDGA represent fruit treated with water, ABA, or NDGA, respectively. Only the receptacle samples were collected for RNA-seq analysis. Red and green colors mean up- and down-regulated expression of genes, respectively. The number in each sample name represents the collection day.

## Discussion

ABA has been proven to stimulate anthocyanin biosynthesis by up-regulating the activities of enzymes or the expression of genes that are involved in the anthocyanin biosynthetic pathway in strawberry fruit [12,32]. In our study, significant differences were observed in the expressions of almost all of the genes in this pathway (Fig 1). Markedly up-regulated gene expression, especially those encoding enzymes for the later biosynthetic steps (such as ANS and GT), were found in ABA-treated receptacles. These results demonstrated the crucial regulatory role of ABA in strawberry anthocyanin biosynthesis. However, *C4H* was not differentially expressed, either in response to ABA or NDGA treatment. 

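C4H (comp106234_c0_seq1), the hydroxylase between PAL and 4CL, was the 1 C4H unigene measured, of 4 listed. It was at 6.60 RPKM in CK0, 2.28 in CK5, 4.10 in ABA5 and 5.08 in NDGA5, and so 1.77-fold higher in ABA5 (1.54 to 2.12) and 2.18-fold higher in NDGA5 (1.92 to 2.59) than in CK5. On day 8 it was at 6.73 RPKM in CK8, 7.46 in ABA8 and 4.66 in NDGA8. The ratio to CK8 was 1.11 with ABA (1.01 to 1.21), and with NDGA it was 1.43-fold lower (1.28 to 1.63), called only after rescaling. The authors' deposited table gives it no p under 0.05, with 0.109 among CK5, ABA5 and NDGA5 (0.579 at even weights) and 0.676 among CK8, ABA8 and NDGA8.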

The *VvC4H* gene had the lowest expression levels of the anthocyanin biosynthesis related genes in grape cells, and its transcript level increased in the first 12 h after ABA treatment and then decreased back to control levels [11]. Previously, we also observed that ABA had a minor effect on C4H activity during strawberry ripening [12]. Taken together, these results indicate that *C4H* expression is transiently regulated by ABA and that C4H may not act as a rate-limiting enzyme in the anthocyanin biosynthetic pathway.

ABA plays an important role in strawberry fruit ripening, but studies pertaining to its carotenoid precursors in strawberry are scare. Our transcriptome data help us identify many genes in the carotenoid biosynthesis pathway, such as *CRTISO*, *LCYB* and *ZEP*, and these genes have not been reported before in this species. We found that the β-carotene content decreased with fruit ripening and that ABA treatment accelerated the decline (Fig 2C). The strawberry fruit is commonly regarded as a fruit containing a low carotenoids content, however, the levels of β-carotene determined in our study were similar to those in tomato fruit, as reported by Galpaz et al. [33]. We also found that the ABA content accumulated during strawberry fruit ripening and that exogenous ABA treatment stimulated its biosynthesis (S3 Fig). The correlation rate between the β-carotene and ABA content was -0.95 (S3 Fig). These results indicate the importance of carotenoids as precursors for ABA biosynthesis during strawberry fruit ripening. Previous studies in tomato indicated that an ABA deficient mutant, *hp3*, elevated the lycopene content by increasing the plastid number but not by up-regulating carotenoid biosynthesis gene transcription [33]. Another study in tomato indicated that RNAi silenced *SlNCED* increased the β-carotene content and this observation might be partially related to the action of ethylene [34]. 

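Carotenoid genes went both ways with NDGA. PDS (comp110404_c0_seq12), which desaturates phytoene, was at 20.4 RPKM in CK5 and 14.0 in NDGA5, below the size rule, and at 19.3 in NDGA8 against 17.6 in CK8. Its component, comp110404, was lower in NDGA5, at 24.0 RPKM against 37.0 in CK5, with 1 of the 2 PDS unigenes past the rule. ZDS (comp117631_c0_seq4), the next desaturase, was at 21.3 RPKM in NDGA5 and 17.1 in NDGA8, against 22.8 in CK5 and 15.0 in CK8. In ABA8 ZDS was 1.95-fold below CK8 (1.86 to 2.08). For LCYE, the ε-cyclase, both unigenes were higher in NDGA5 than in CK5. The VDE unigene comp101834_c0_seq10, for the de-epoxidase, is in S2 Table but not in S1 Table, and so outside the list. It was at 0.275 RPKM in CK5, 0.409 in ABA5 and 0.0545 in ABA8, and between 3.01 and 10.4 RPKM in the other libraries. A set of unigenes of open origin, with the sister comp101834_c0_seq11 among them, is present and absent in the same libraries, so this is not read as a response to NDGA.

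Of the 13 carotenoid components, 2 were higher and 4 lower in NDGA5, the 4 being both PSY components, PDS and ZEP (median log2 ratio 0.09, percentile 82.3), and 2 were higher and 3 lower in NDGA8 (0.15, percentile 48.5). In ABA5 2 were higher and none was lower (−0.14, percentile 33.1). With the members of S2 Table alone the NDGA5 median was −0.71, and with each unigene counted by itself the NDGA8 median was −0.16, both below the random range. In the authors' deposited table the p among CK0, NDGA5 and NDGA8 was 0.00319 for PDS (0.38 at even weights) and 0.00241 for ZDS (0.442).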

Our data also showed a higher β-carotene content and lower expression of carotenoid biosynthesis genes in NDGA-treated receptacles (Fig 4A). Studies in rice revealed that mutations in carotenoid biosynthesis related genes reduced the ABA content [35,36]. Therefore, the higher expressions of *PSY* and *ZEP* in ABA-treated receptacles might be explained by the demand for ABA biosynthesis during fruit ripening. Our study illustrates the importance of β-carotene as an upstream compound in the strawberry ABA biosynthesis pathway.

Chlorophyll is another important colorful phytochemical in plants, and its degradation is under the control of ethylene [37]. A previous study in lichi indicated that ABA played a less important role than ethylene in chlorophyll catabolism [38]. Here, we found that ABA treatment accelerated chlorophyll degradation, while NDGA delayed the progress (Fig 2D), and higher expression levels of *PAO* were observed in ABA-treated receptacles. This indicates that the accelerating chlorophyll degradation by ABA treatment may result from the ripening processes as stimulated by ABA and *PAO* and may play a pivotal role in strawberry fruit degreening.

Previous studies have reported that ABA starts to accumulate during strawberry fruit ripening, starting from the large green stage [3,5], but the effect of ripeness was not significant for the folate content in different harvesting years [17,18]. Our results showed that the influence of ABA treatment on the folate content was minor (Fig 2E), and the expressions of all genes (except the DHFR gene) involved in folate biosynthesis were not significantly different after ABA or NDGA treatment (Fig 1). However, genes encoding the enzymes responsible for folate conjugation or homeostasis were significantly differentially expressed among the samples, and ABA down-regulated those gene expressions (Fig 4B). These results indicate that ABA might play a more important role in folate content balance than biosynthesis, and we also speculate that folate may be synthesized during early stage development. From the gene expression results during ripening, folate biofortification in the strawberry fruit may be more difficult than in other fruits (e.g. tomato) [39].

The antioxidant system functions like a variohm for reactive oxygen species (ROS) homeostasis, including ROS production and elimination, to mediate ROS perception and guide plant growth and development [40]. AsA is a key member in the antioxidant system for reactive oxygen species scavenging, especially hydrogen peroxide (H_2_O_2_). Previous studies indicated that ABA triggers H_2_O_2_ accumulation to induce an AsA content increase, thereby protecting the *Cistus albidus* plant from summer stress. Similarly, in maize seedlings, ABA was reported to enhance the AsA content to cope with oxidative stress [41,42]. In the present study, we also observed that ABA treatment enhanced AsA synthesis. This result could be explained by a higher antioxidant capacity resulting from these non-enzymatic antioxidants, which may enhance the tolerance capacity of the highly sensitive strawberry fruit to various environmental stresses. Previous studies in *Arabidopsis* and the peach indicated that AsA content had a close relationship with the transcript levels of the enzymes in its biosynthetic pathway [43,44]. However, the *GPI*, *GMPPB*, *GME*, and *GDH* genes were observed to be down-regulated as fruit ripening proceeded in this study. 

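In control fruit the fall of these genes was not steady. GME (comp105706_c0_seq1) was 1.60-fold lower in CK5 than in CK0 (1.55 to 1.65) and GDH (comp104149_c0_seq2) 1.57-fold lower (1.46 to 1.70), neither called after rescaling. In CK8 they were back at 77.2 and 14.2 RPKM, from 93.0 and 19.0 in CK0. GMPPB (comp105540_c0_seq1) was 1.53-fold lower in CK8 than in CK0, again not after rescaling, and GPI (comp106510_c0_seq12) was at 35.0, 31.3 and 33.7 RPKM in CK0, CK5 and CK8.

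With ABA the fall was larger. From CK0 to ABA5 GME fell 2.27-fold (2.19 to 2.36) and GDH 2.17-fold (2.00 to 2.38), and from ABA5 to ABA8 GME fell a further 2.47-fold (2.36 to 2.60) and GMPPB 2.93-fold (2.77 to 3.14). GPI was at 28.0 RPKM in ABA5 and 23.2 in ABA8. Over the ascorbic acid list, 1 of 17 components was higher and 3 were lower in CK8 than in CK0 (2 and 2 after rescaling), and 1 was higher and 7 were lower in ABA5 than in CK0 (2 and 5).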

Similar results were also found in a comprehensive study concerning AsA and gene expression in its several biosynthetic pathways [19]. Our transcriptome data also showed a similar result as that stated by Cruz-Rus et al. [19]: no significant *GLDH* expression changes were observed among different developmental stages, although the reaction of GLDH mainly occurs in the mitochondrion (Fig 1). Moreover, these authors suggested that the abundance of different pathways varied with fruit ripeness [19], which might be applied to explain the observation of down-regulated AsA biosynthesis pathway gene expression, while AsA substantially accumulated during ripening. Nevertheless, a previous proteomic analysis of strawberry achenes reported that the AsA quantity in the green stage was significantly higher than the quantity in the red stage [21]. 

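GLDH (comp112527_c0_seq3) was at 11.9 RPKM in CK5, 12.6 in CK8, 9.07 in ABA8 and 12.5 in NDGA5. CK5 and CK8 did not pass the size rule against CK0. From CK0 to ABA5 it was 1.55-fold lower (1.45 to 1.68), not called after rescaling. Among CK0, CK5 and CK8 the authors' deposited table gives a p of 0.933.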

Considering the importance of the achenes as the main site for the biosynthesis of gibberellins and auxin [22], we speculate that AsA synthesized in the achenes could also be transported to the receptacles, and future work should be conducted on this topic.

This study examined the transcriptional profile of the influence of ABA on the metabolism of pigments and two important vitamins in strawberry, which provided a wealth of fruit ripening genomic information. Many functional genes were identified in the metabolism network, including genes involved in the carotenoid, folate and AsA biosynthesis pathways, and the RNA-seq data showed the differential gene expressions in response to exogenous ABA or NDGA treatment. This study highlights our understanding of the versatile physiological functions of ABA in the metabolism of different phytochemicals and may be helpful for molecular manipulations in the future. This study also shows that high-throughput-based transcriptome analysis is an effective way to reveal the transcriptional changes of many complex physiological processes.

## Supporting Information

S1 Fig ABA content and its correlation rate with beta-carotene.

S2 Fig Schematic diagram of comparisons for data profiling in ABA influences on strawberry receptacle ripening.

S3 Fig Comparison of sequencing data and qRT-PCR results. Error bars indicate the standard deviation (SD) of means (n = 3).
(TIF)

S1 Table All genes identified in the metabolism network during strawberry fruit ripening.

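The table lists unigenes by the enzyme they were assigned to, with their best matches in protein databases. It was used here to form the pathway lists. For anthocyanins these are the shikimate pathway (35 unigenes), the phenylpropanoid pathway (32) and the flavonoid pathway (80), with 10 transcription factors. For carotenoids they are the MEP (24), mevalonate (8) and carotenoid (42) pathways. The chlorophyll breakdown list holds 21 unigenes, the ascorbic acid list 27, the folate synthesis list 39 and the folate homeostasis list 9. The 4 Chlase unigenes, for chlorophyllase, and the 1 FPPS unigene did not reach the minimum expression.

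A Trinity component can hold several unigenes of 1 gene, which share reads, so that the 7 PSY unigenes come from 2 components and the 5 GGH unigenes from 1. The listed DXR unigene comp141446_c0_seq1 and PDS unigene comp141714_c0_seq1 match bacterial proteins and have less than 1 RPKM in every library.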

S2 Table Differentially expressed genes in response to ABA or NDGA treatment.

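Every one of the 119 unigenes of this table has a p under 0.05 in the authors' deposited table in at least 1 of its 6 comparisons. For 44 of the 119 the call stands only in a comparison whose control share was counted 2 times. At even weights 77 unigenes keep a call and 42 have none. Of these 42, 19 changed at least 1.5-fold in a comparison with CK, as did 85 of all 119.

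By enzyme, 16 of 41 are left without a called unigene at even weights. In the anthocyanin pathway these are DHQS, DHD/SHD, EPSPS, CS and CM, all of the shikimate part. Among carotenoid and chlorophyll genes they are HMGCS, DXR, IPI, PDS, ZDS, ZEP, PAO and RCCR. For the vitamins they are GPI, sugar phosphatase and GGH. CHS, CHI, F3H, ANS, GT and PSY keep calls. The chi-square test was applied by the authors to RPKM, so its p is not a test over fruits.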

S3 Table Primers used in qRT-PCR experiment to validate the deep-sequencing data.

How the deposited data were processed for this re-analysis (not part of the article)

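Receptacles of strawberry fruit injected with water (CK), ABA or NDGA were analysed in 3 assays, with 7 libraries each: the transcriptome, small RNA and the degradome, which holds the ends of cleaved transcripts. Each condition had 1 pooled library per assay, so nothing measures the spread between fruits and no p-value between conditions was computed. A treatment effect common to both days, which a model with treatment and day as additive terms could estimate, was not tested. Conditions were taken from the sample labels and the paper. Comparisons were ABA and NDGA with CK and with each other on the same day, CK5, CK8, ABA5 and NDGA5 with CK0, ABA8 with ABA5 and NDGA8 with NDGA5, 12 in all.

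For the transcriptome, the authors filtered 100 bp paired-end reads with the NGS QC toolkit, assembled them with Trinity, joined the contigs with TGICL and deposited RPKM per unigene and library. The version of these tools and the program that counted reads are not given in the sources used here. The median unigene was 472 nt long and the shortest 201 nt. RPKM times length came to whole reads in 100% of values, and 63476 unigenes had reads in all 7 libraries. The number with any reads was 99182 in CK0, 89508 in CK5, 83367 in CK8, 93235 in ABA5, 84875 in ABA8, 90752 in NDGA5 and 95679 in NDGA8. The 100 best expressed unigenes took 12.8% of the reads in CK0 and 19.8% in ABA8, the lowest and the highest share. The deposited p-value and FDR columns hold the authors' chi-square tests among 3 libraries, and 1 pair of columns names no libraries.

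For small RNA, the authors deposited an estimated count per mature sequence (reads that map to several places are split, so some values are not whole) and a normalized score, which is the count times 1 factor per library. The libraries held 236617 (CK0) to 676812 (NDGA5) such reads. The deposited degradome table holds a whole count of reads beginning at each predicted cleavage site, a normalized score per site and library, a category and a p-value by the authors. The genome build behind the small RNA mapping, the mapping tool and the degradome tool are not given in the sources used here, and the deposited p-values of sites were not used.

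The size rule, the pseudocount of 0.1 RPKM, the minimum of 1 RPKM, the pathway lists, the comparisons and the rule for naming genes were set before the data were examined. Named genes are those the paper names by identifier, the best expressed unigene of each enzyme its results name (in S2 Table, or else in S1 Table), the unigenes of the primer table, the largest changes that carry an annotation, and for small RNA the best expressed and most changed sequences. The RPKM printed in the paper's tables had been seen when this rule was written. This gave 46 unigenes, of which 1 is not reported here by itself, nor is its list where it would be the only member. For miRNAs the rule was at least 2-fold with at least 10 normalized reads in a library, and at least 50 for naming a sequence.

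List medians were taken over Trinity components with a mean of at least 1 RPKM and set against 10000 lists drawn from 22913 components, matched on deciles of expression. The percentile describes these libraries and is not a p-value. Components with nearly proportional levels over the 7 libraries, such as comp97637 and comp99227 of the phenylpropanoid list, were counted apart. The random lists treat them as unlinked, so percentiles of such lists may be overstated. Intervals are exact at 95% for independent reads and cover counting error only. Reads are not independent molecules, so the intervals can be too narrow even for that error. The alternatives were other pseudocounts (0.01 and 1 RPKM), no filter or a filter of 5 RPKM, a 2-fold rule, rescaling, counting by component or by unigene, the members of S2 Table alone, a chi-square test on reads with Benjamini-Hochberg adjustment, and for miRNAs 1.5-fold and 50 normalized reads. Counts without a set of unigenes and without a set of miRNA sequences were added after the data were seen.

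The procedure was tested on simulated data. Reads for both libraries were drawn from the levels of CK5, with the read totals of ABA5 and CK5. In the simulated ABA5, 200 unigenes were changed. The simulated libraries vary by counting error only, not by differences between fruits. Rounded RPKM gave back 99.997% of the reads exactly. The size rule called 43.1% of 65 unigenes changed 1.5-fold, 100% of 64 changed 2-fold and 100% of 71 changed 4-fold. It called 1071 of 44956 unchanged unigenes (2.38%), and 0.0343% of those with at least 5 RPKM. Of the counting intervals, 94% held the true ratio, with reads drawn independently. In the deposited values of ABA5 and CK5, not the simulated ones, 8% of random lists of 13 components fell outside the random range. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Phytochemical contents and qRT-PCR values were not analysed here.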

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

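All tests in this part were chosen after the results were seen.

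Unigenes that hardly differ carry small p-values in part of the authors' deposited table. Of 3666 unigenes with at least 10 RPKM in CK5, ABA5 and NDGA5 and within 1.2-fold over them, 2049 (55.9%) have a p under 0.05 there, and 6 at even weights. A CK5 share counted 2 times gives a small p to any unigene of equal and high enough RPKM, so this count is not a separate test of that share. With that share, 100% of the calls among CK5, ABA5 and NDGA5 were matched. Another scaling of CK5 as a whole is argued against, since 100% of the calls among CK0, CK5 and CK8 were matched with CK5 at its own share. A larger response on day 5 than on day 8 is argued against as well, since at even weights 2475 unigenes have a p under 0.05 on day 5 and 3929 on day 8. In all, 6753 of the 9198 deposited calls of day 5 (73.4%) are lost at even weights, as are 6381 of 8608 among CK0, NDGA5 and NDGA8, and why the share was doubled is not known.

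Small RNA sequences named after the tobacco family stand highest in ABA5, which is data the paper did not analyse. The set was limited to names not placed on the genome, and of its 25 sequences with at least 10 normalized reads 92% were highest in ABA5, against 20.9% of the others. A potato name placed on the genome and so outside the set, stu-miR827-5p, took the same course, with 8.86 in CK5, 99.3 in ABA5 and 0.809 in NDGA5, and 5.90 in CK8 and 37.7 in NDGA8. So did htu-miR403a, whose name is not of the tobacco family. It had 32.2 in CK5, 255 in ABA5 and 6.47 in NDGA5, and 5.16 in CK8 and 66.3 in NDGA8. Small RNA of another plant in part of the pools is a candidate explanation that these values leave open. A rise caused by ABA stays open as well, since NDGA, which inhibits ABA synthesis, went both ways: with 1 added to each value, the median ratio over the 25 was 0.530 for NDGA5 to CK5 (20 of 25 lower) and 5.92 for NDGA8 to CK8 (24 of 25 higher). The sum of the 25 was 648 in CK5 and 322 in NDGA5, and 417 in CK8 and 1083 in NDGA8. A scaling of the whole ABA5 library is argued against by the other sequences, whose median ratio to CK5 was 1.02.

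A set of 36 unigenes in 27 components, none of them listed in the paper's tables, has reads in CK0, CK8, NDGA5 and NDGA8 and next to none in CK5, ABA5 and ABA8. The set has 21022 reads in CK8 and 13545 in CK0, but 9 in CK5, 6 in ABA5 and 1 in ABA8, and none of the other 34 choices of 4 libraries gives more than 1 such unigene. A member, comp101834_c0_seq11, shares its component with the VDE unigenes of S2 Table, which follow the same course at lower contrast. Reads leaking between libraries were not tested as an explanation, because the unigenes were chosen by their levels in these libraries. One added source of RNA cannot be told apart from a change in the fruits, since the SD of the log2 ratio of NDGA8 to CK8 was 0.789 in the set and 0.568 in other unigenes, between the bounds set for either. No condition of the design separates these libraries, so no other biological explanation was tested.

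ANS (comp101059_c0_seq11) moved in opposite directions with NDGA, with log2 ratios to CK of −0.80 on day 5 and 1.65 on day 8, a difference that was not tested. The median log2 ratio of the flavonoid list with NDGA was 0.16 on day 5 and −0.33 on day 8, and this difference was not tested either.

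In the small RNA libraries, which the paper did not analyse, the summed reads of miR156 were 2.67-fold higher in ABA5 than in CK5 and 3.01-fold higher in ABA8 than in CK8. Those of miR160 were 3.37-fold lower in ABA5 and 7.77-fold lower in ABA8. Those of miR827, with stu-miR827-5p among its 4 sequences, were 2.24-fold higher in ABA5 and 5.94-fold higher in ABA8. The 1 sequence of miR5213 was 2.87-fold lower in ABA5 and 3.04-fold lower in ABA8.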

How the results depend on the processing

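Counts without the set of unigenes absent from CK5, ABA5 and ABA8, and without the tobacco family miRNA names, were chosen after seeing the data, and the other alternatives were planned. No called list or named unigene reversed. Of 304 values for pathway lists under alternatives, 275 kept their side of the random range, 13 fell back inside it and 16 moved outside it. Medians inside the range and near 0 turned sign in part of the alternatives. Of 736 for named unigenes, 608 kept within their counting interval. Of 72 counts of unigenes, 31 stayed within 1.5-fold of the main count, and 12 of 24 counts of miRNAs did. All 6 correlations between libraries stayed within 0.05 under both alternatives. No paired analysis was possible within a day because each condition has 1 pooled library, and a fit over both days with day as a block was not run. Counting error limits unigenes with few reads, and the number of fruits behind each pool limits every value.

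Counts are given as higher and lower with ABA on day 5, ABA on day 8, NDGA on day 5 and NDGA on day 8, each against CK. Without a filter on RPKM they were 26984 and 21979, 26682 and 36289, 26304 and 23151, and 36303 and 19517. At 5 RPKM or more they were 2138 and 1821, 3284 and 5919, 1378 and 1401, and 2865 and 1701, from fewer unigenes. With a 2-fold rule they were 3860 and 2410, 11542 lower with ABA on day 8, 3467 and 2781, and 5256 and 4876. Per Trinity component they were 3100 and 3372, 4462 and 9669, 3620 and 2757, and 5200 and 4163, from fewer units. By the chi-square test on reads they were 11698 and 15731, 14391 higher with ABA on day 8, 14446 and 14084, and 20832 and 13162. With a pseudocount of 1 RPKM 3586 were lower with ABA on day 5, and 4321 were higher and 3543 lower with NDGA on day 5. After rescaling, none of the 8 counts left 1.5-fold of the main count, but the balance of higher and lower shifted on day 8. With NDGA on day 8 it turned, from 10606 higher and 7855 lower to 7230 and 9875. With ABA on day 8 it evened out, from 9503 and 18346 to 13847 and 13999. Without the set of 36 unigenes, 18310 unigenes were lower in ABA8 than in CK8, and 7053 were higher in NDGA5 than in CK5.

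For the lists, medians of log2 ratios follow, and the cause was not tested. Without a filter on RPKM, the shikimate median fell inside the random range with ABA on day 8 (−0.48) and NDGA on day 5 (0.16), the flavonoid median with NDGA on day 5 (0.06) and the ascorbic acid median with ABA on day 8 (−0.57). At 5 RPKM or more, the flavonoid median with NDGA on day 5 (0.04) and the ascorbic acid median with ABA on day 8 (−0.47) fell inside, and those of the phenylpropanoid list with ABA on day 5 (0.31, against −0.23 by the main settings), the flavonoid list with ABA on day 8 (0.14), the transcription factors with ABA on day 5 (0.27) and the ascorbic acid list with NDGA on day 5 (0.14) moved outside. With each unigene counted, the same 2 lists fell inside (0.03 and −0.47). Those that moved outside were the phenylpropanoid list with ABA on day 5 (0.38) and day 8 (0.14, against −0.12), the flavonoid list with ABA on day 8 (0.12), the transcription factors with ABA on day 5 (0.23), the carotenoid list with NDGA on day 8 (−0.16, against 0.15), and the ascorbic acid (0.19) and folate synthesis (0.24) lists with NDGA on day 5. With the members of S2 Table alone, the shikimate median with ABA on day 8 (−0.25) and NDGA on day 5 (0.06), the flavonoid median with NDGA on day 5 (0.02) and that of the transcription factors with NDGA on day 5 (0.30) fell inside. Outside moved the flavonoid list with ABA on day 8 (0.28), the transcription factors (−0.38) and the MEP list (1.46) with NDGA on day 8, and the carotenoid (−0.71, against 0.09) and ascorbic acid (0.16) lists with NDGA on day 5. With a pseudocount of 1 RPKM the flavonoid median with NDGA on day 5 was 0.11, inside the range.

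For miRNAs with at least 50 normalized reads, 34 were higher and 12 lower with ABA on day 5, 34 and 31 with ABA on day 8, 0 and 6 with NDGA on day 5, and 18 and 23 with NDGA on day 8, from fewer sequences. At 1.5-fold, 61 were lower with ABA on day 5, 38 were higher and 49 lower with NDGA on day 5, and 78 were lower with NDGA on day 8. Without the tobacco family names, 59 were higher with ABA on day 5 and 29 with NDGA on day 8.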

Differences from the paper's values

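For 40 named unigenes in 7 libraries, the RPKM of the paper's supplementary table differed from the deposited values by more than 1.5-fold in no case. The paper calls genes by a chi-square p under 0.05, whereas a change here is at least 1.5-fold, so its calls and these are not on one threshold.

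For the shikimate pathway, the paper states a decrease in most genes during ripening. Of 13 components, 3 were lower and 1 was higher in CK5 than in CK0, and 1 was lower (0 after rescaling) and 2 were higher in CK8, while 8 of 13 (6 after rescaling) were lower in ABA8 than in CK8. The paper states that nearly all enzymes of the anthocyanin pathway respond to ABA. The named unigenes of DHD/SHD, EPSPS, CM and DFR changed by less than 1.5-fold in all 4 comparisons with CK, and the authors' deposited p-values call each of them in CK5, ABA5 and NDGA5, of which DFR alone stays under 0.05 with even weights. The named DFR unigene did pass the size rule between ABA5 (216.2 RPKM) and NDGA5 (131.5). For C4H the paper states no differential expression. The 1 unigene measured was 1.77-fold higher in ABA5 and 2.18-fold higher in NDGA5 than in CK5, and the authors' deposited table gives no p under 0.05 for it.

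For F3H the paper states high expression in CK8 and ABA8. Of 10 unigenes, 5 were highest in CK0, 3 in ABA8 and 2 in CK8, while the named unigene was highest in ABA8. For GT it states high expression in ABA8 specifically. ABA8 was the highest library for 8 of 21 unigenes and CK0 for 7, and the named unigene was highest in ABA5. However, 11 of 21 (12 after rescaling) were higher in ABA8 than in CK8. The tallies of F3H and GT cover all unigenes measured, whereas S2 Table of differentially expressed genes holds 4 for F3H and 11 for GT.

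For ACAT, DXR and IPI the paper states high expression early in ripening. CK0 was the highest library for 2 of 3 ACAT and 5 of 7 DXR unigenes, while the named unigenes were highest in NDGA8, ACAT at 82.6 RPKM against 71.9 in CK0 and DXR at 7.43 against 3.90. The 1 IPI unigene stood at 34.7 in NDGA8 and 32.9 in CK0. NDGA8 is not a stage of control ripening. Over CK0, CK5 and CK8, ACAT (71.9, 71.2 and 66.3 RPKM) and IPI (32.9, 29.8 and 25.8) were highest in CK0. The named DXR unigene (3.90, 5.80 and 2.64) was highest in CK5. For ZEP it states a rise in ABA5. The 1 unigene was highest in ABA5 and passed the size rule there against CK0 and NDGA5, but its ratio to CK5 was 1.05, and CK5 also passed it against CK0. For carotenoid genes it states lower expression with NDGA. Of 13 components, 4 were lower and 2 higher in NDGA5, and 3 were lower and 2 higher in NDGA8. All 7 PSY unigenes, which come from 2 components, were lower on both days. The list lies below the random range in NDGA5 with the members of S2 Table alone and in NDGA8 with each unigene counted by itself.

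For PAO the paper states a marked rise with ABA. Both PAO unigenes were highest in ABA5, but the named unigene's ratios to CK were 1.17 and 1.22. The authors' deposited p calls it only in the comparison that fits CK8 with ABA8, and not with even weights. For Chl b reductase it states high expression on day 8, which the named unigene, the 1 in S2 Table, shows. Of all 13 unigenes measured, a wider set than S2 Table, 10 were highest in CK0. For most of folate synthesis it states no regulation. Of 13 components 7 were lower in ABA8 than in CK8, and 4 were lower and 1 higher after rescaling, within the random range. For folate homeostasis it states a marked fall with ABA. The named GGH unigenes were lower by 1.27-fold and 1.28-fold in ABA5 and by 1.35-fold and 1.33-fold in ABA8, 2 of 5 GGH unigenes passed the size rule in ABA8 (0 after rescaling), and the named UDP-glycosyltransferase was 1.29-fold lower in ABA5 and 1.2-fold higher in ABA8. Its other unigene in S2 Table, comp108959_c0_seq2, was at 0.555 RPKM in ABA8 and 1.42 in CK8 (log2 ratio −1.21, named after its values were seen). The authors' deposited p calls that unigene among CK0, ABA5 and ABA8 (0.0162), but not among CK8, ABA8 and NDGA8 (0.654). Among CK5, ABA5 and NDGA5, where the CK5 share was counted 2 times, it does not either (0.113). Control fruit fell too, from 6.98 RPKM in CK0 to 1.49 in CK5 (0.0461 among CK0, CK5 and CK8). The authors' deposited p also calls both named GGH unigenes among CK5, ABA5 and NDGA5, and neither with even weights.

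For GPI, GMPPB, GME and GDH the paper states a fall with ABA. On day 5 none of the 4 named unigenes passed the size rule, and on day 8 GPI did not, whereas GME, GMPPB and GDH did. The authors' deposited p calls GPI, GMPPB and GME among CK5, ABA5 and NDGA5, and GME alone with even weights. Among CK0, ABA5 and ABA8, where no weight is doubled, the authors' deposited p calls GMPPB, GME and GDH (0.000945, 1.19e-13 and 0.0401). Among CK8, ABA8 and NDGA8, where none is doubled either, the authors' deposited p calls GME and neither GMPPB (0.0675) nor GDH (0.146). For the 2 PMM unigenes and sugar phosphatase it states a rise with ABA. On day 5 none passed the size rule as deposited (comp118301_c0_seq6 did after rescaling), and on day 8 sugar phosphatase and comp118301_c0_seq6 did, with comp118301_c0_seq5 after rescaling. The authors' deposited p calls all 3 on both days in comparisons with doubled control weight, and none with even weights there, but among CK0, ABA5 and ABA8 it calls comp118301_c0_seq6 (0.0167) with no weight doubled, and among CK8, ABA8 and NDGA8 it does not (0.0815).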

Other observations

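The tests of the tobacco family names given here were chosen after the results were seen. The small RNA libraries, which the paper does not analyse, held 1735 distinct mature sequences, 288 of them with at least 10 normalized reads in a library. miR166a, which represses HD-ZIP III transcription factors, took from 63.4% of the reads in ABA5 to 85.0% in NDGA5. With ABA, 83 sequences were at least 2-fold higher and 37 lower on day 5, of 231, and 69 were higher and 65 lower on day 8, of 206. With NDGA 21 were higher and 24 lower on day 5, and 43 higher and 49 lower on day 8.

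miR156, which represses SPL transcription factors, had 3582 normalized reads in CK0, 9953 in CK5, 26565 in ABA5, 9315 in CK8, 28008 in ABA8 and 4985 in NDGA8. miR160, which represses auxin response factors, fell from 359 in CK0 to 67.5 in ABA5 and 27.2 in ABA8, and stood at 237 in NDGA5 and 105 in NDGA8, against 212 in CK8. Its best expressed sequence, mdm-miR160a, was 3.90-fold lower in ABA5 (2.84 to 5.45) and 7.68-fold lower in ABA8 (4.76 to 13.2). The sequence mdm-miR858, of a family that represses MYB genes in other plants, was at 229 in CK5, 77.3 in ABA5, 258 in CK8, 67.4 in ABA8 and 113 in NDGA8. The sequence lus-miR395a, of a family that acts on sulfate assimilation, was 3.12-fold lower in ABA5 and 9.12-fold lower in ABA8 (7.72 to 10.8). It also fell from 1752 in CK8 to 305 in NDGA8. Neither mdm-miR858 nor lus-miR395a was placed on the genome, as with the tobacco family names. The values of miR156, miR160, miR393 and miR172 are sums over sequences that were placed on it. miR393, which represses auxin receptors, was 1.70-fold higher in ABA5 and 3.13-fold higher in ABA8, and miR172 was 3.03-fold lower in ABA8 and 2.01-fold lower in NDGA8. Families conserved among plants cannot be assigned to strawberry by sequence, and in NDGA8, where the tobacco family names summed to 1083 reads against 417 in CK8, miR156 was 1.87-fold lower. Without the tobacco family names, 59 sequences were higher and 37 lower in ABA5, and 56 higher and 64 lower in ABA8.

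The degradome table lists 5207 sites in 3917 transcripts for 512 miRNA names, of which 859 have reads in any library and 143 in all 7. Of these sites, 33 lie in 21 transcripts of the pathway lists, and 4 of the 33 have reads. The site in GDH (comp104149_c0_seq2) has 1 read each in CK5, ABA5, NDGA5 and NDGA8. The site in CM (comp113505_c1_seq5) has 5 reads in CK0, 1 in CK5, 2 in CK8, 3 in ABA5, 0 in ABA8, 2 in NDGA5 and 1 in NDGA8, and the sites of all transcripts together have 38015 in CK0 and 3550 in ABA8. A pair of transcription factor unigenes (comp99877_c2_seq2 and comp99877_c2_seq3) share a miR828a site with 1 read in NDGA5.

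Of the largest changes, none of which carries an annotation in the sources used here, a few are given outside the rule for named genes, chosen after their values were seen. The unigene comp104684_c1_seq5 went from 0.422 RPKM in CK5 to 87.7 in ABA5 and stood at 156 in NDGA5. The rise in ABA5 was 168-fold with 0.1 RPKM added to both, and the interval from the reads alone was 139 to 324. The unigene comp53971_c0_seq1 had 27.3 RPKM in ABA5 and 58.6 in ABA8, and no reads in CK8. The unigene comp113743_c1_seq5 had 327 RPKM in CK0 and 47.5 in CK5, and no reads in ABA5.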
